# Age‐related increase of CD38 directs osteoclastogenic potential of monocytic myeloid‐derived suppressor cells through mitochondrial dysfunction in male mice

**DOI:** 10.1111/acel.14298

**Published:** 2024-08-23

**Authors:** Ramkumar Thiyagarajan, Lixia Zhang, Omar D. Glover, Kyu Hwan Kwack, Sara Ahmed, Emma Murray, Nanda Kumar Yellapu, Jonathan Bard, Kenneth L. Seldeen, Spencer R. Rosario, Bruce R. Troen, Keith L. Kirkwood

**Keywords:** aging, bone resorption, metabolism, myeloid‐derived suppressor cells, osteoclasts

## Abstract

An aged immune system undergoes substantial changes where myelopoiesis dominates within the bone marrow. Monocytic‐MDSCs (M‐MDSCs) have been found to play an important role in osteoclastogenesis and bone resorption. In this study, we sought to provide a more comprehensive understanding of the osteoclastogenic potential of bone marrow M‐MDSCs during normal aging through transcriptomic and metabolic changes. Using young mature and aged mice, detailed immunophenotypic analyses of myeloid cells revealed that the M‐MDSCs were not increased in bone marrow, however M‐MDSCS were significantly expanded in peripheral tissues. Although aged mice exhibited a similar number of M‐MDSCs in bone marrow, these M‐MDSCs had significantly higher osteoclastogenic potential and greater demineralization activity. Intriguingly, osteoclast progenitors from aged bone marrow M‐MDSCs exhibited greater mitochondrial respiration rate and glucose metabolism. Further, transcriptomic analyses revealed the upregulation of mitochondrial oxidative phosphorylation and glucose metabolism genes. Interestingly, there was 8‐fold increase in *Cd38* mRNA gene expression, consistent with the Mouse Aging Cell Atlas transcriptomic database, and confirmed by qRT‐PCR. CD38 regulates NAD^+^ availability, and 78c, a small molecule inhibitor of CD38, reduced the mitochondrial oxygen consumption rate and glucose metabolism and inhibited the osteoclastogenic potential of aged mice bone marrow‐derived M‐MDSCs. These results indicate that the age‐related increase in *Cd38* expression in M‐MDSCs bias the transcriptome of M‐MDSCs towards osteoclastogenesis. This enhanced understanding of the mechanistic underpinnings of M‐MDSCs and their osteoclastogenesis during aging could lead to new therapeutic approaches for age‐related bone loss and promote healthy aging.

**Abbreviations**
BM: bone marrow
BV/TV: bone volume fraction
CCL2: monocyte chemoattractant protein 1
CCR2: C‐C motif chemokine receptor 2
CD: cluster of differentiation
Ct.Ar: cortical bone area
Ct.Ar/Tt.Ar: cortical area fraction
Ct.Th: cortical thickness
FOV: field of view
GO: gene ontology
IACUC: institutional animal care and use committee
IL: interleukin
kVP: kilovoltage peak
LPS: lipopolysaccharide
Ly6G: lymphocyte antigen 6 complex, locus G6D
Lys6C: lymphocyte antigen 6 complex, locus C1
M‐CSF: macrophage colony‐stimulating factor
MDSC: myeloid‐derived suppressor cells
M‐MDSC: monocytic‐myeloid derived suppressor cells
NAD: nicotinamide adenine dinucleotide
NADH: nicotinamide adenine dinucleotide + hydrogen
OCR: oxygen consumption rate
OXPHOS: oxidative phosphorylation
PMN‐MDSC: polymorphonuclear‐myeloid‐derived suppressor cells
qRT‐PCR: quantitative reverse transcription polymerase chain reaction
RANKL: receptor activator of NF‐kB ligand
ROS: reactive oxygen species
Tb.N: trabecular number
Tb.Sp: trabecular separation
Tb.Th: trabecular thickness
TNF: tumor necrosis factor
TRAP: tartrate‐resistant acid phosphatase
Tt.Ar: total cross‐sectional area inside the periosteal envelope
UMAP: uniform manifold approximation and projection
μA: microamperes
μCT: micro‐computer tomography

## 1 INTRODUCTION

Age‐associated loss of skeletal integrity brings significant health and economic burden in the United States (Khandelwal & Lane, 2023; Li et al., 2017). As people age, osteoclast resorption surpasses osteoblast bone formation, resulting in the loss of bone microarchitecture and mass thus increasing fracture risk in older adults (Li et al., 2017). Women over 50 have a 50% chance of experiencing a fracture in their lifetime, while men over 50 have a 20% chance (Coughlan & Dockery, 2014). Chronic inflammation, known as “inflammaging”, is associated to this age‐related decline in bone microarchitecture, strength, and quality (Briot et al., 2017; Khandelwal & Lane, 2023; Lencel & Magne, 2011). The immune system undergoes dramatic age‐related changes, which continuously progress towards a state of immunosenescence, resulting in changes in the bone marrow that increase the production of many proinflammatory cytokines that further suppress the immune system and promote inflammation (Fulop et al., 2017; Teissier et al., 2022). Immunosenescence within the bone marrow causes a gradual replacement of the different cellular components, including adipocytes, with increased myelopoiesis (Beerman et al., 2010).

One subset of myeloid cells that are particularly expanded during aging by this process are myeloid‐derived suppressor cells (MDSCs), which can contribute to bone loss by differentiating into osteoclasts (Kirkwood et al., 2018; Salminen et al., 2019). This heterogeneous group of immature myeloid cells exhibit immunosuppressive function and expand under chronic inflammatory conditions, including cancer and aging (Jackaman & Nelson, 2014; Pawelec et al., 2021). MDSCs in mice are characterized as CD11b^+^ cellular populations with two distinctive subsets: monocytic MDSCs (M‐MDSCs; CD11b^+^Ly6G^−^Ly6C^hi^) and polymorphonuclear MDSCs (PMN‐MDSC; CD11b^+^Ly6G^+^Ly6C^low^) (Bronte et al., 2016; Kwack et al., 2021). Recent evidence from our laboratory confirms that the osteoclastogenic potential of M‐MDSCs is increased during obesity in inflammatory bone disease, including periodontal disease and post‐traumatic osteoarthritis (Kwack, Zhang, Sohn, et al., 2022; Zhang et al., 2021). However, the metabolic changes and molecular mechanisms underlying the osteoclastogenic potential of M‐MDSCs derived from aged mice remain largely unknown.

Energy metabolism is vital in the formation of osteoclasts and the resorption of bones. This process requires the generation of significant amounts of adenosine triphosphate (ATP) through oxidative phosphorylation and glycolysis. Mitochondrial number, size, and function increase during the differentiation of osteoclasts in preparation for the highly energetic task of resorbing bone (Arnett & Orriss, 2018). Mitochondrial electron transport chain complex 1 generates a considerable amount of ROS, and the inhibition of this complex disturbs osteoclastogenesis (Kwak et al., 2010). In addition to mitochondria, glucose metabolism also plays a role in osteoclast differentiation and function (Li et al., 2020). In anaerobic conditions, glucose is converted to lactic acid by lactate dehydrogenase, and the depletion of this enzyme decreases glucose and mitochondrial metabolism and mature osteoclast formation (Ahn et al., 2016).

The enzymes involved in these metabolic pathways require NAD^+^ (nicotinamide adenine dinucleotide) as a cofactor (Kim et al., 2021), which is essential for cellular metabolism and osteoclastic bone resorption (Kim et al., 2021). However, NAD^+^ declines with aging, which is caused in large part by the age‐related accumulation of CD38 in immune cells (Chini et al., 2020). CD38, a member of the ribosyl cyclase family, is an ectoenzyme on diverse immune cells, including B cells, T cells, natural killer cells, and myeloid cells (Chini et al., 2020; Piedra‐Quintero et al., 2020), catalyzes NAD+ to produce cADPR. Monoclonal antibodies against CD38 have been shown to inhibit osteoclastogenesis in multiple myeloma patients (Costa et al., 2017). However, the effect of inhibiting CD38 activity on the metabolism and osteoclast differentiating potential of bone marrow M‐MDSCs in aged mice has not been explored. This study evaluated the role of CD38 on the osteoclastogenic potential of M‐MDSCs isolated from the bone marrow of aged mice.

## 2 METHODS

### 2.1 Mice

All study protocols were approved by the Institutional Animal Care and Use Committees (IACUC) of the University at Buffalo, and all methods were carried out in compliance with the ARRIVE guidelines. The 6‐month‐old and 24‐month‐old male C57BL/6JNIA mice were acquired from the NIA aging mice colony in Charles River Laboratories (Wilmington, MA). The mice were kept in a controlled temperature and environment under a 12‐h light/12‐h dark cycle, and mice were provided ad libitum access to chow.

### 2.2 Bone microarchitecture and bone histology assessment

Tibias of young and aged mice were fixed in 10% phosphate‐buffered formalin at room temperature and stored (48 h and switched to 70% ethanol) and were scanned with Scanco100 μCT scanner (Scanco Medical, Bruettisellen, Switzerland). Briefly, the tibia were scanned in an ethanol medium at 70 kVP, 114 μA, 15.2 mm FOV, 500 projections/180°, 500 ms integration time, and voxel size of 12 μm. Calibrated three‐dimensional images were generated, reconstructed, and analyzed using AnalyzePro software (AnalyzeDirect, Inc., Overland Park, KS). The parameters of trabecular bone were measured within a specific region of interest located 80 slices (960 μm) from the opening of the epiphyseal growth plate. To select a consistent metaphysis, 80 slices were chosen, starting from 120 slices below to the growth plate to calculate the cortical bone parameters. All images were analyzed individually, and the ROI was applied. The following trabecular and cortical parameters were calculated using AnalyzePro software: bone volume fraction (BV/TV, %), trabecular thickness (Tb.Th, mm), trabecular separation (Tb.Sp, mm), trabecular number (Tb.N, 1/mm), cortical bone area (Ct. Ar), the total cross‐sectional area inside the periosteal envelope (Tt.Ar), cortical area fraction (Ct.Ar/Tt.Ar), and average cortical thickness (Ct.Th). Bone histological assessments were conducted based on our recent publication (Zhang et al., 2024). Briefly, after micro‐CT scans, all tibiae were decalcified in 0.5 M EDTA at pH 8.0 for 14 days and then embedded in paraffin. Longitudinal sections of 5 μm thickness were made and stained by tartrate‐resistant acid phosphatase (TRAP). The counterstain was performed with Fast Green and hematoxylin. TRAP‐positive osteoclast number and surface per total bone surface were quantified on endocortical and trabecular bone in a blinded manner. All micro‐CT and bone histomorphometry analyses and parameters were in accordance with the American Society for Bone and Mineral Research guidelines (Bouxsein et al., 2010; Dempster et al., 2013).

### 2.3 Flow cytometry

Bone marrow, spleen, blood, and mesentery lymph node cells were isolated and washed. The cells were counted, and one million were treated with mouse FcR block (BD Biosciences, NJ) to block non‐specific binding. Then, CD11b, and Ly6C antibodies were used to identify M‐MDSCs in BM, spleen, blood, and mLN (Kwack, Zhang, Kramer, et al., 2022). After staining, the cells were washed with FACS buffer and then fixed in PBS containing 1% paraformaldehyde obtained from Sigma Aldrich. The samples were analyzed using the BD LSR II flow cytometer (BD Biosciences, NJ). Samples were read on the BD LSR II flow cytometer (BD Biosciences, NJ) via FACSDiva version 6.1.3 software. Data were analyzed using FlowJo software version 10.0.9 (FlowJo LLC, OR).

### 2.4 M‐MDSCs isolation

Magnetic and flow sorting were performed to isolate monocytic myeloid‐derived suppressor cells from the bone marrow of young and aged mice. For magnetic sorting, the mouse myeloid‐derived suppressor cell isolation kit (Miltenyi Biotec, Germany) and Miltenyi autoMACS pro were used to sort M‐MDSCs from BM. For flow‐sorting M‐MDSCs, the isolated bone marrow cells were incubated with CD11b, Ly6C, and Ly6G antibodies for 30 min and then sorted for CD11b^+^Ly6G^−^Ly6C^hi^ using BD Biosciences FACSAria or Fusion cell sorter.

### 2.5 Osteoclastogenesis and demineralization activity assay

The M‐MDSCs from the bone marrow of young and aged mice were seeded in a 48‐well plate at 2.5 ×10^5^/well and in an Osteo Assay Surface plate (Corning) for osteoclastogenic differentiation and demineralization activity, respectively. The M‐MDSCs were cultured with monocyte colony‐stimulating factor (M‐CSF; 25 ng/mL, R&D Systems, Bio‐Techne) for 4 days, then osteoclast differentiation was induced with M‐CSF (25 ng/mL) and RANKL (50 ng/mL, R&D Systems, BioTechne) for an additional 6 days. To assess the impact of CD38 inhibition on osteoclastogenic potential of MDSCs, the 78c was administered in the presence of MCSF and RANKL from day 1 of the differentiation of M‐MDSCs isolated from aged and young mice. The cell culture medium was changed daily for 4 days or until the osteoclast formation. The tartrate‐resistant acid phosphatase (TRAP) staining was performed to visualize the preosteoclasts and osteoclasts. Cells with three or more nuclei were considered osteoclasts. The number of osteoclasts was enumerated using Image J. These experiments were reproduced independently, and representative data were presented. The number of demineralized lacunae and area in the Osteo Assay plate was measured by Image J analysis software.

### 2.6 Bulk RNA sequencing

Total RNA was obtained from sorted CD11b^+^Ly6G^−^Ly6C^hi^ M‐MDSCs from young and old mice using RNeasy Mini Kit (Qiagen, USA). The whole‐genome sequencing was performed using NovaSeq 6000 System (Illumina Inc, San Diego, CA). The FastQC and FastQ were used to review the sequencing quality and detect potential contamination, respectively. Bioconductor package DESeq2 version 1.32.0. was used to detect the differentially expressed genes.

### 2.7 Gene ontology enrichment analysis

The gene list from differential expression analysis was processed by removing the blank values and applying significant p‐adj (<0.05) filters. The genes with log2fold change >0 were considered upregulated, and <0 were downregulated. This refined gene list was used for Gene ontology (GO) enrichment. To perform GO enrichment analysis, we utilized the ClusterProfiler package in R software (Yu et al., 2012). First, a list of genes of interest was prepared, consisting of gene symbols. The clusterProfiler package was installed and loaded into the R session. Next, the gene list was subjected to GO enrichment analysis using the enrichGO function provided by ClusterProfiler. This function identified GO terms significantly enriched among the genes of interest compared to the background gene set. The enrichGO function employs the hypergeometric test and adjusts for multiple testing using the Benjamini‐Hochberg method. The resulting enriched GO terms were ranked based on their enrichment significance, determined by the adjusted p‐value. The top enriched GO terms were further visualized using bubble plots that summarize the enriched terms and their associated gene counts.

### 2.8 Tabula Muris Senis dataset analysis

A reference single‐cell transcriptomic atlas for mice called *Tabula Muris Senis* was used to compare the bone marrow myeloid cell distribution and *Cd38* expression in young (3 months) and aged (30 months) mice (“A single‐cell transcriptomic atlas characterizes ageing tissues in the mouse,” 2020). The R package Seurat V4 was used to analyze the droplet scRNAseq data objects and plot the bone marrow immune cell population and myeloid compartment, including promonocytes, monocytes, macrophages, granulopoietic cells, granulocytes, and basophils in young and aged mice. Specifically, the promonocyte populations were analyzed in young and aged mice, and the Cd38 expression was plotted. Briefly, The M‐MDSC module score was generated using the Seurat AddModuleScore function. This function calculates the enrichment of a specific set of genes compared to a set of background control genes. Any values greater than 0 represent enrichment over the background. The M‐MDSC genes used to score were *“Cxcr2”, “S100a9”, “S100a8”, “Ifitm1”, “Lrg1”, “Stfa2l1”, “Retnlg”, “Il1b”, “BC100530”, and “Gm5483”*. Default Seurat parameters were used to create the dimension reduction UMAP (Uniform Manifold Approximation and Projection) projection. The Seurat function AddModuleScore was calculated using genes in GO:0045453 to generate a score for Cd38 and bone resorption for monocyte/granulocyte and promonocytes. Similarly, GO:0009055 genes were created for *Cd38* expression and mitochondrial electron transfer activity in monocyte/granulocyte and for promonocytes (MDSCs).

### 2.9 Metabolic pipeline analysis

The metabolic pipeline utilizes Differentially Expressed Gene output. Scores for each gene were produced by multiplying the −log (adjusted *p*‐value) *logFC on a gene level. Further, absolute value scores were produced by taking the absolute value of the scores for each gene. Using the previously published pipeline (Rosario et al., 2018), we assessed transcriptional metabolic pathway dysregulation in several datasets.

### 2.10 Modeling with Cytoscape

Pathway maps were generated using Cytoscape software (version 3.8.2) (Killcoyne et al., 2009), specifically the VizMapper functions. Pathway maps were adapted from existing pathway maps in WikiPathways (version 3.3.7) (Slenter et al., 2018). The DESeq2 output for DEG analysis was utilized to direct shading of transcripts within the pathway: red (positive fold change), blue (negative fold change), white (non‐statistically significant), or gray (not measured). This allows for the visualization of both transcripts (triangles), proteins (ellipses), and metabolites (rounded rectangles) in a single pathway.

### 2.11 Seahorse extracellular flux analysis

Magnetically sorted young and aged mice M‐MDSCs (400,000 cells per well) were differentiated in the presence of MCSF and RANKL for 48 h. After 48 h, the culture medium was replaced with Seahorse assay medium (103,575, Agilent Technologies, Santa Clara, CA) containing 10 mM glucose, 1 mM pyruvate, and 2 mM glutamine to measure the mitochondrial oxygen consumption rate. A series of mitochondrial inhibitors, 1 μM oligomycin, 1.5 μM FCCP, and 0.5 μM rotenone and antimycin‐A were sequentially injected to measure basal mitochondrial respiration, ATP‐linked respiration, maximal respiration, and non‐mitochondrial respiration. The extracellular acidification rate was also measured in differentiated M‐MDSCs in the presence of the same substrates (glucose, pyruvate, and glutamine). The Seahorse data were normalized to the total DNA content of each well using CyQUNAT cell proliferation assay (C7026, Thermo Fisher Scientific). In order to measure the impact of CD38 inhibition on the oxygen consumption rate of differentiated M‐MDSCs from young and aged mice, the flow sorted M‐MDSCs were plated at the density of 400,000 cells per well with 0.5 μM 78c or DMSO vehicle was administered from day 1 for 48 h in the presence of MCSF and RANKL. At the end of the run, the cell plate was collected and fixed using ice‐cold methanol. The fixed cells were stained with DAPI, and the cells in the center of the wells were imaged using a Keyence fluorescence microscope and counted using the Keyence hybrid cell counter software. This data were normalized to the number of cells. All the measurements were calculated using Agilent Seahorse XF Technology white paper document or manufacturer protocol.

### 2.12 Statistical analysis

GraphPad Prism version 9.5.0 (GraphPad Software Inc., La Jolly, CA) was used to perform unpaired Student t‐tests, one and two‐way analysis of variance (ANOVA) followed by Tukey's multiple comparisons tests with *p* < 0.05 considered significant.

## 3 RESULTS

### 3.1 M‐MDSCs are expanded in aged peripheral tissues but not in the bone marrow

To examine the impact of advanced age on M‐MDSCs, flow cytometer analysis was performed in cells isolated from bone marrow (BM), spleen, blood, and mesentery lymph nodes (mLN). Aged mice BM M‐MDSCs number and percentage M‐MDSCs were increased, despite the total number of BM cells being similar between young and aged mice (Figure 1a–c). The flow cytometry gating strategy was used to calculate the percentage of M‐MDSCs in BM, spleen, blood, and mLN (Figure 1d). The percentage of M‐MDSCs was increased in the spleen, blood, and mLN but not in the BM of aged mice compared to young mice (Figure 1e). The immunosuppressive activity of M‐MDSCs was assessed using a T‐cell suppression assay showing that both young and aged M‐MDSCs reduced the CD4 and CD8 T‐cell proliferation with significantly greater immunosuppressive activity observed in aged M‐MDSCs (Figure 1f). In addition, complete immunophenotyping (PMN‐MDSCs, macrophages, helper T cells, cytotoxic T cells, T helper cells, dendritic cells, and natural killer cells) of BM, spleen, blood, and mLN were performed in young and aged mice (Figure S1a–d).

**FIGURE 1:**
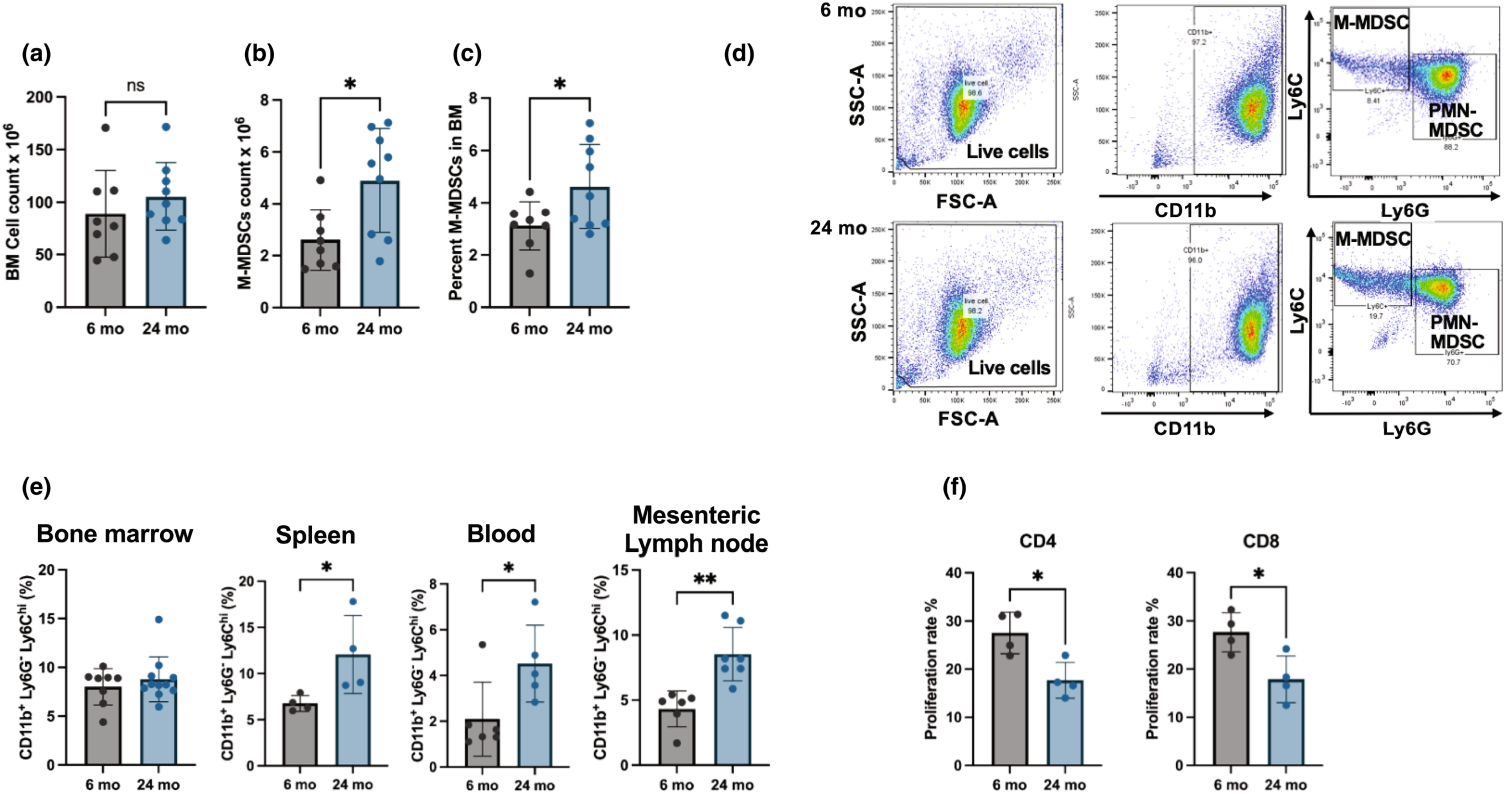
Aged mice myeloid‐derived suppressor cells (MDSCs) expanded in the spleen, blood, and mesentery lymph node but not in BM. Cell count of total bone marrow cells (a), M‐MDSCs after magnetic sorting (b), and percent of sorted M‐MDSCs to the total number of BM cells (c). Flow cytometry gating strategy (d) and analysis of monocytic MDSCs (M‐MDSC; CD11b^+^ Ly6G^−^ Ly6C^hi^) in bone marrow, spleen, blood, and mesenteric lymph nodes (e) from 6‐month‐old young and 24‐month‐old aged male C57BL/6JNIA mice. M‐MDSCs function was tested using T‐cell suppression assay by co‐culturing M‐MDSCs from respective mice and CD4 and CD8 cells from the spleen of young mice (f). Each dot in the dot plots indicates an individual animal. We compared young and aged mice using multiple *t*‐tests. Data are presented as mean ± standard deviation with *p < 0.05, **p < 0.01.

### 3.2 Aged mice display poor bone microarchitecture and greater osteoclastogenic potential

Bone microarchitecture of the trabecular and cortical region of the tibia was assessed using the Scanco100 micro‐computed tomography system as illustrated (Figure 2a). The aged mice displayed significantly reduced bone mineral density, bone volume fraction (BV/TV), cortical bone area (Ct.Ar), and total cross‐sectional area inside the periosteal envelope (Tt.Ar) compared to young mice (Figure 2b). In addition, the TRAP staining of the tibia and the quantification of a number of osteoclast and osteoclast surfaces revealed an increased number of osteoclasts and osteoclast surface in trabecular bone surface but not in cortical bone surface in aged mice compared to young mice (Figure 2c,d). The bone marrow M‐MDSCs were magnetically sorted from aged and young mice to test their osteoclastogenic potential and osteoclastic demineralization of the synthetic bone surface. The aged mice BM M‐MDSCs exhibited a higher osteoclastogenic capacity in the presence of MCSF and RANKL compared to BM M‐MDSCs from young mice (Figure 2e,f). While the number of osteoclasts increased in aged mice, the variations in their size can impact the overall area covered in the tissue culture plate. Therefore, the osteoclast area was calculated based on the proportion of the total area covered by the osteoclasts in the total well area. This measurement indirectly reflects the size of the osteoclasts. In similar ex vivo culture conditions, the aged mice M‐MDSCs also exhibited elevated osteoclastic activity (Figure 2g,h). The increased demineralization activity of osteoclasts derived from aged M‐MDSCs is likely due to the elevated osteoclastogenic potential of aged M‐MDSCs. Importantly, the flow‐sorted PMN‐MDSCs did not display any osteoclastogenic capacity (Figure S2a,b).

**FIGURE 2:**
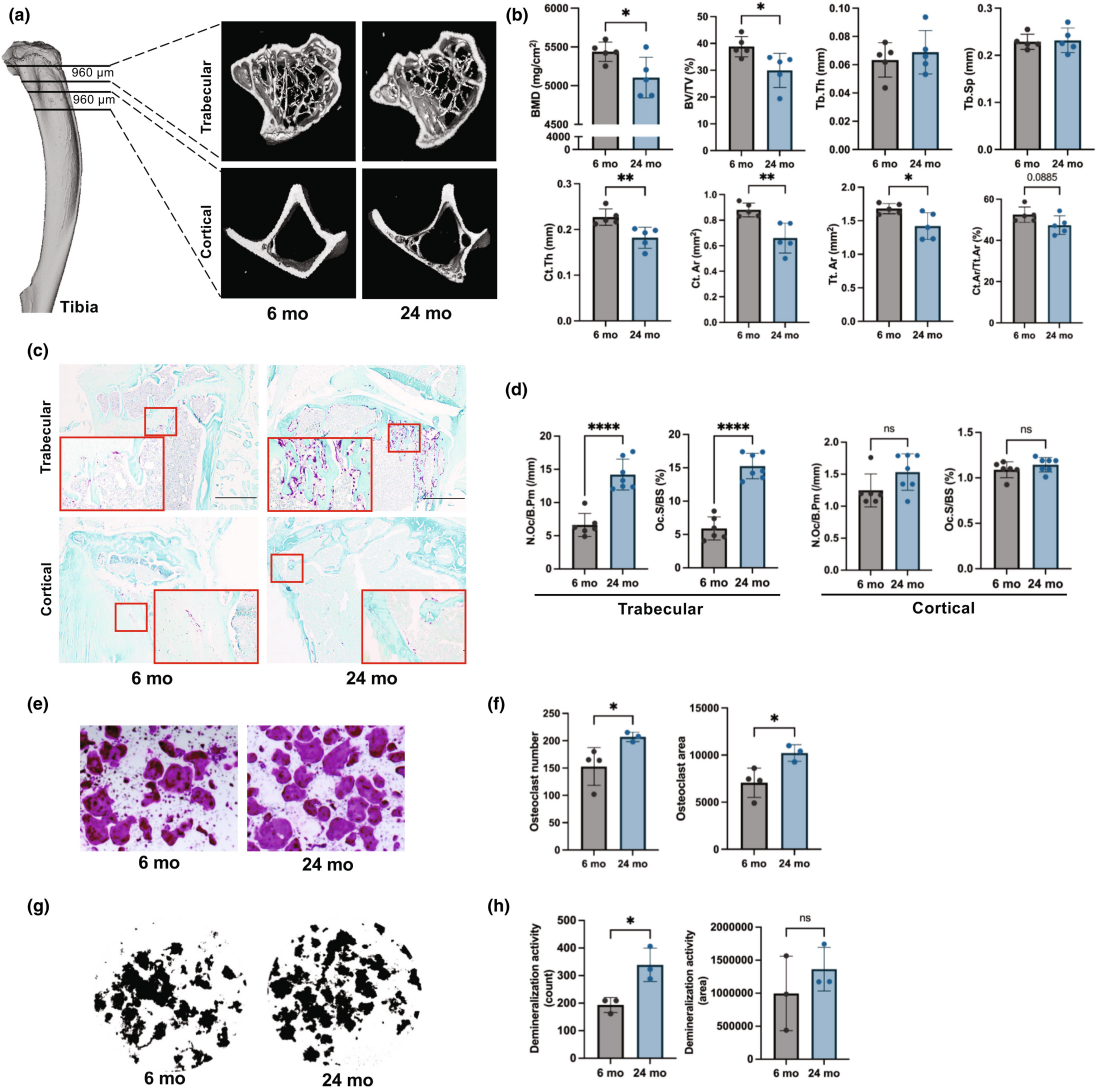
Poor bone microarchitecture in aged mice; the greater osteoclastogenic potential of M‐MDSCs from aged mice. (a) Representative image of the tibia with trabecular and cortical region of interest and micro‐computed tomography (μCT) 3D construction and (b) μCT analysis of tibial trabecular and cortical bone microarchitecture in young (*n* = 5) and aged (*n* = 5) mice. (c) Representative Tartrate‐resistant acid phosphate (TRAP) and fast green counterstained tibia of young (*n* = 6) and aged (*n* = 7) mice. (d) Osteoclast numbers (N.Oc/B.Pm, /mm) and osteoclast surface (Oc.S/BS, %) were calculated on TRAP and fast green counterstained tibia in each group. (e) TRAP‐stained osteoclasts differentiated from M‐MDSCs of young (*n* = 4) and aged (*n* = 3) mice and their total number in a well and area of the osteoclasts (f). Insets are the enlarged area (20×) of smaller red box regions in each 4× image. The scale bar is 500 μm for a 4× image. (g) Representative image of demineralized osteo assay well of young (*n* = 3) and aged (*n* = 3) mice, and (h) the number of demineralization lacunae and demineralized areas of MCSF and RANKL differentiated M‐MDSCs. Each dot in the dot plots indicates an individual animal. We compared young and aged mice using unpaired Student t‐tests. Data are presented as mean ± standard deviation with *p < 0.05, **p < 0.01, ****p < 0.0001.

### 3.3 Aged mice M‐MDSCs possess increased mitochondrial oxygen consumption rate and mitochondrial gene expression

To understand the metabolic changes in M‐MDSCs during their differentiation to osteoclasts or osteoclastogenic potential, M‐MDSCs were differentiated in the presence of M‐CSF and RANKL for 48 h, and the measured mitochondrial oxygen consumption rate (OCR) using a Seahorse extracellular flux analyzer (Figure 3a). Differentiated M‐MDSCs from aged mice exhibited increased basal respiration, maximal respiration, spare respiratory capacity, and proton leak (Figure 3b), indicating greater cellular energetics and ability to respond to increased energy demand (spare respiratory capacity). The RANKL‐induced differentiation of aged M‐MDSCs also displayed elevated glycolytic capacity after inhibition of mitochondrial ATP synthase activity and electron transfer function of complexes I and II using oligomycin, and rotenone and antimycin A, respectively (Figure 3c,d). In addition, the glycolysis, glycolytic capacity, and glycolytic reserve were elevated even in the undifferentiated M‐MDSCs harvested from aged mice compared to young mice (Figure S3a,b). To further examine the increased osteoclastogenic potential of aged BM M‐MDSCs, bulk RNA sequencing was performed on M‐MDSCs isolated from the BM of young and aged mice. 

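M-MDSCs, immature monocyte-like myeloid cells, were sorted from bone marrow as CD11b+Ly6G−Ly6Chi cells by flow cytometry, and total RNA was sequenced from 6 young mice (6 months old) and 6 aged mice (24 months old), all male, with a separate library for each mouse. The authors prepared stranded libraries, sequenced them in pairs of reads on a NovaSeq instrument and aligned the reads to the mouse genome build mm10. They deposited the number of fragments counted on the exons of each gene, without normalization. Fragments were counted with featureCounts only when both ends were aligned to the same chromosome with a mapping quality of at least 60 and lay on the strand of the gene. The table held 23420 genes, of which 15827 had at least 1 count in at least 1 mouse. Between 8737941 and 16300374 fragments per mouse were counted in the aged group (median 10384679) and between 4613239 and 9079237 in the young group (median 8503571). Levels are given as CPM, the count of a gene relative to the normalized total of its library. A count of 3 therefore stood for 0.188 to 0.35 CPM in the aged mice and for 0.306 to 0.643 in the young mice, which limits the precision for genes of low expression more strongly in the young mice. The 10 most abundant genes took 19.5% to 21.4% of the counts in the aged mice and 14.3% to 18.5% in the young mice. Counts were normalized here by the trimmed mean of M-values (TMM), with factors between 0.919 and 1.10, and 9742 genes with enough counts were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. A gene is called differentially expressed where the adjusted p-value was under 0.05, the threshold the paper used with DESeq2. No pair of mice of the same age had counts that matched within sampling noise, with a smallest chi-square per gene of 1.68, so each mouse was treated as a separate replicate. The sample numbers in the names of the alignment files ran from 11 to 16 for the young mice and from 17 to 19 and 24 to 26 for the aged mice. The numbers from 11 to 19 ran without a gap and held both ages. The only gap, after 19, lay within the aged mice. If preparation followed these numbers and changed after 16, age and preparation cannot be told apart. All young mice had lower numbers than all aged mice.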

Gene ontology (GO) enrichment analysis was performed on gene sets to identify the biological processes, cellular components, and molecular functions impacted in M‐MDSCs from aged and young mice. The GO term analysis revealed an upregulated ATP metabolic process, oxidative phosphorylation biological process, and mitochondrial electron transfer‐related cellular components (Figure 3e,f). 

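The members of the GO terms were not used here, and the nuclear genes of the respiratory chain complexes and ATP synthase were taken by name instead. Of these OXPHOS subunit genes, 76 had enough counts to be tested and 71 were called higher in aged M-MDSCs, against 21.9% of the other genes tested. None was called lower, and all 76 log2 fold changes were positive, with a median of 0.65 and a range of 0.10 to 0.97. With adjustment over the list alone, 73 were called. The increase covered 31 of 34 genes of complex I, 3 of 4 of complex II, 9 of 9 of complex III, 12 of 12 of complex IV and 16 of 17 of ATP synthase. The genes not called were Ndufs1, Ndufs7, Ndufb2, Sdha and Atp5j2. Ndufv1 (chromosome 19 of mm10, 4007505 to 4012725, 10 exons) had the smallest p-value of the group, with 30.2 ± 2.90 CPM (SD, n = 6 mice) in aged mice and 19.8 ± 1.09 (SD, n = 6) in young mice, a log2 fold change of 0.61 (standard error 0.082, adjusted p = 8.25e-05 from edgeR's quasi-likelihood test). Ndufc1 (chromosome 3, 51405479 to 51408955, 4 exons) had the largest rise, a log2 fold change of 0.97 (standard error 0.256, adjusted p = 0.00673 from the same test). As a group, the OXPHOS genes stood above the other genes in a camera test with a preset correlation between genes of 0.01 (adjusted p = 1.63e-18 over the 6 gene sets tested). In fry, which tests the set by itself, the increase was also called (adjusted p = 8.80e-04), as were those of ribosomal protein, glycolysis and citric acid cycle genes that camera called. With a correlation between genes estimated from these libraries, camera called none of them (adjusted p = 0.219 for the OXPHOS genes).
Many of these genes have processed copies elsewhere in the genome, and fragments that fit several places were left out by the mapping quality filter, so their absolute levels are uncertain. They are also short, with a median length over exons of 680 bases against 2890 for all genes tested, and fold changes fell with gene length across all genes (Spearman's rho = −0.48, with genes not independent replicates). After a correction of each library for its dependence on gene length, the setting that moved this result most among those that kept the call, the median log2 fold change of the OXPHOS genes relative to all genes was 0.27 (camera, adjusted p = 5.30e-10) and 34 of the 76 genes were called.

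**Figure D1:**
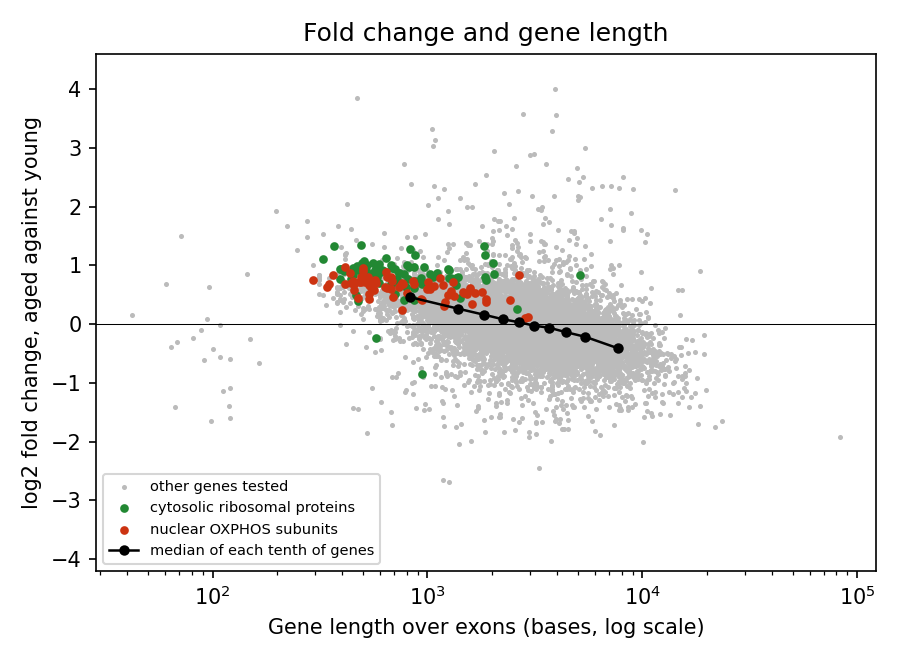
Log2 fold change between aged and young mice (vertical axis) against gene length over exons in bases (horizontal axis, log scale) for the 9742 genes tested, with nuclear OXPHOS subunits in red, cytosolic ribosomal proteins in green, other genes in gray and the median of each of 10 groups of genes by length in black. The median falls from 0.46 in the shortest group to −0.41 in the longest, and the OXPHOS genes lie among the short genes with positive log2 fold changes.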

The list of differentially expressed genes in the oxidative phosphorylation GO term was plotted as a heatmap (Figure 3g). In addition, the aged M‐MDSCs exhibited increased expression of genes related to glucose metabolism (*G6pdx* and *Pdhb*), lactate degradation (*Ldha*), Krebs cycle (*Sdhc* and *Mdh1*), and mitochondrial electron transport chain complexes (*Ndufa11*, *Cox7a2l*, and *Atp5a1*) (Figure 3h).

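Of the genes labelled in Figure 3g, 52 were tested and 50 were called higher in aged M-MDSCs (52 with adjustment over the list alone, which is not independent evidence because the list was chosen on these samples). Their log2 fold changes lay between 0.31 and 0.95, with a median of 0.63. The largest was that of Uqcrq, a subunit of complex III on chromosome 11 (53428948 to 53430831, 2 exons), with 35.9 ± 5.18 CPM (SD, n = 6) in aged mice and 18.8 ± 5.64 (SD, n = 6) in young mice and an adjusted p-value of 9.31e-04 (edgeR). Ppif (log2 fold change 0.55, standard error 0.220, adjusted p = 0.0509, edgeR) and Atp5j2 (0.45, standard error 0.195, adjusted p = 0.0731, edgeR) rose without reaching the threshold. After the correction for gene length, 23 of the genes called in Figure 3g oxidative phosphorylation heatmap remained past the threshold.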

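All 8 of these genes were higher in aged mice, and each was called in all 12 of the fits that left out 1 mouse at a time. G6pdx (chromosome X, 74409486 to 74429161, 13 exons), which encodes glucose-6-phosphate dehydrogenase, had 1379 ± 190 CPM (SD, n = 6) in aged mice and 954 ± 111 (SD, n = 6) in young mice, a log2 fold change of 0.53 (standard error 0.101, adjusted p = 8.65e-04, edgeR). Pdhb (chromosome 14, 8165991 to 8172992, 10 exons), a subunit of pyruvate dehydrogenase, showed the smallest difference, from 27.4 ± 1.54 CPM in young mice to 32.3 ± 2.54 in aged mice, a log2 fold change of 0.24 (standard error 0.075, adjusted p = 0.0192, edgeR). Pdhb was the only gene of the 8 that was not called after correction for gene length, where its log2 fold change was 0.01 (adjusted p = 0.93, edgeR), and it was also not called without TMM factors (0.15, adjusted p = 0.146, edgeR) and with all libraries thinned to the smallest total (0.13, adjusted p = 0.285, edgeR). Ldha (chromosome 7, 46845804 to 46855627, 9 exons) rose from 455 ± 78.2 to 678 ± 63.9 CPM, a log2 fold change of 0.58 (adjusted p = 8.28e-04, edgeR). Of the Krebs cycle genes, Sdhc (chromosome 1, 171129157 to 171150603, 6 exons) rose from 25.4 ± 4.96 to 40.1 ± 3.86 CPM and Mdh1 (chromosome 11, 21556692 to 21571934, 9 exons) from 25.3 ± 3.86 to 37.1 ± 4.67, with log2 fold changes of 0.67 (adjusted p = 7.62e-04) and 0.54 (adjusted p = 0.00123, edgeR). Ndufa11 of complex I (chromosome 17, 56717762 to 56724248, 4 exons) had the largest rise of the 8, from 11.5 ± 2.87 to 20.5 ± 3.24 CPM, a log2 fold change of 0.84 (standard error 0.160, adjusted p = 8.75e-04, edgeR). Cox7a2l (chromosome 17, 83501917 to 83514333, 4 exons) rose from 41.4 ± 9.57 to 70.9 ± 5.00 CPM (log2 fold change 0.78, adjusted p = 3.90e-04), and Atp5a1 (chromosome 18, 77773768 to 77782868, 12 exons) from 171 ± 15.7 to 226 ± 14.8 (log2 fold change 0.41, adjusted p = 5.33e-04, edgeR).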

**FIGURE 3:**
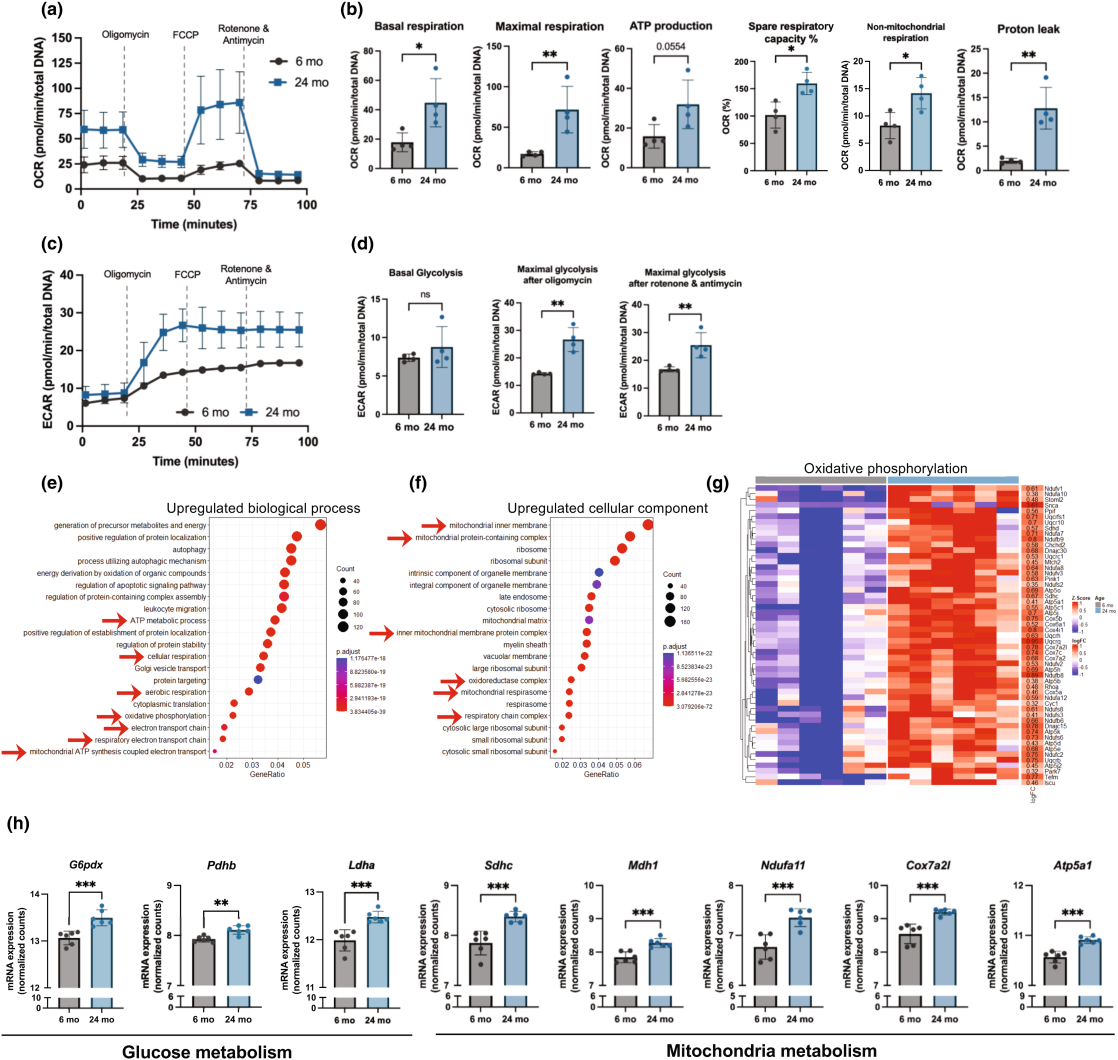
Increased mitochondrial and glucose metabolism in undifferentiated M‐MDSCs and osteoclast progenitors derived from M‐MDSCs of aged mice. A representative mitochondrial oxygen consumption rate (a) and the calculated mitochondrial respiration parameters (b) of young (*n* = 3) and aged (*n* = 4) mice magnetic‐sorted bone marrow M‐MDSCs differentiated for 48 h in the presence of MCSF (macrophage colony‐stimulating factor) and RANKL (Receptor activator of nuclear factor kappa‐Β ligand). A representative extracellular acidification rate (c) and the calculated glycolysis and glycolytic capacity after oligomycin and rotenone and antimycin injections (d). Gene ontology (GO) analysis of the upregulated biological process (e) and cellular component (f) with red arrows indicating mitochondrial metabolism related upregulated biological process and cellular component in aged mice bone marrow M‐MDSCs compared to young M‐MDSCs. (g) Heatmap showing the expression of genes associated with oxidative phosphorylation along with their log2FC change values. (h) Glucose metabolism, mitochondrial Krebs cycle, and electron transport chain genes in young and aged mice bone marrow M‐MDSCs. We compared young and aged mice using unpaired Student t‐tests. Data are presented as mean ± standard deviation with *p < 0.05, **p < 0.01, ***p < 0.001.

### 3.4 Aged mice BM M‐MDSCs exhibited greater *Cd38* expression

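Principal components were computed from log2 CPM of the 500 most variable genes, with a prior count of 2. The first component held 49.5% of the variance and separated the 6 aged from the 6 young mice (exact permutation test of the difference in means, two-sided, p = 0.00216, the smallest value that regroupings of the mice allow). The second component held 22.9% and did not differ between the ages (p = 0.898, same exact test). The share of the first component moved with the genes and the scale used. In the settings chosen before the data were examined that took no genes by a test of age, it lay between 45.8%, with limma-voom, and 66.3%, with DESeq2's variance-stabilized values, and the ages were separated in each of them. With the genes called between the ages it was 68.7%, and these genes separate the ages by construction.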

The initial principal component analysis (PCA) showed a distinctive gene expression profile between aged and young mice BM M‐MDSCs (Figure 4a). 

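Of the 9742 genes tested, 4425 were called between aged and young M-MDSCs, with 2185 higher and 2240 lower in aged mice. Among all genes tested, 2122 (21.8%) had values in the 6 aged mice that did not overlap those in the 6 young mice, against 0.216% expected by chance. With an absolute log2 fold change over 1 required in addition, 202 genes were higher and 246 lower, so most of the called genes changed less than 2-fold. Among called genes without overlap between the ages and with a mean of at least 1 CPM, the largest rises were those of Wfdc17 (log2 fold change 3.86, standard error 0.416, adjusted p = 1.53e-05, edgeR), Lipg (3.30, standard error 0.507, adjusted p = 2.06e-04), C1qa (3.13, standard error 0.606, adjusted p = 9.72e-04), C1qb (3.03, standard error 0.593, adjusted p = 0.00104) and C4b (3.00, standard error 0.427, adjusted p = 1.20e-04). The spread of these genes among aged mice was wide, for example 27.2 ± 29.5 CPM (SD, n = 6) for C1qa, against 3.05 ± 0.880 (SD, n = 6) in young mice. Without the aged mouse with the highest values, aged replicate 1, the log2 fold changes of C1qa and C1qb were 2.35 and 2.30. Both genes encode chains of the complement component C1q. The largest falls were those of Hsbp1l1 (−2.69, standard error 0.414, adjusted p = 2.04e-04), Gm11186 (−2.66, standard error 0.348, adjusted p = 6.70e-05), Clec9a (−2.45, standard error 0.287, adjusted p = 2.89e-05), Pou5f2 (−2.03, standard error 0.35, adjusted p = 4.48e-04) and the proliferation gene Mki67 (−2.01, standard error 0.292, adjusted p = 1.34e-04, edgeR). Mki67 had 99.0 ± 39.2 CPM in aged mice and 399 ± 188 in young mice. Without TMM factors, the setting that moved the balance of the calls most, 1682 genes were higher and 2762 lower, a share of 37.8% higher in place of 49.4%.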

Further visual identification of differentially expressed genes with log2 fold changes using Volcano plot revealed the increased and decreased genes in aged M‐MDSCs (Figure 4b), with a marked 8‐fold increase in *Cd38* mRNA expression in aged mice (Figure 4c), which was confirmed by qRT‐PCR (Figure S5a). This indicates that the *Cd38* expression is elevated in BM M‐MDSCs of the aged mice compared to the young mice. 

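Cd38 lies on chromosome 5 of mm10 from 43868827 to 43912374 on the plus strand, with 8 exons of 2995 bases in all. Its level was 29.7 ± 5.80 CPM (SD, n = 6 mice) in aged M-MDSCs and 4.09 ± 0.792 (SD, n = 6) in young M-MDSCs, from 194 to 517 counts per aged mouse and 21 to 41 per young mouse. The log2 fold change was 2.88 (standard error 0.157, adjusted p = 8.18e-08 from edgeR's quasi-likelihood test), a 7.38-fold difference and the smallest p-value of all genes tested. The lowest aged mouse had 22.6 CPM and the highest young mouse 5.14, so the difference between the ages was larger than the spread within either. With each mouse left out in turn, the log2 fold change lay between 2.79 and 2.95. Across the other settings that used all 12 mice it lay between 2.79, without TMM factors, and 2.94, after a correction for GC content. From the increase in the sequenced libraries and in qRT-PCR, the paper concludes that Cd38 expression is elevated in M-MDSCs of aged mice.

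**Figure D2:**
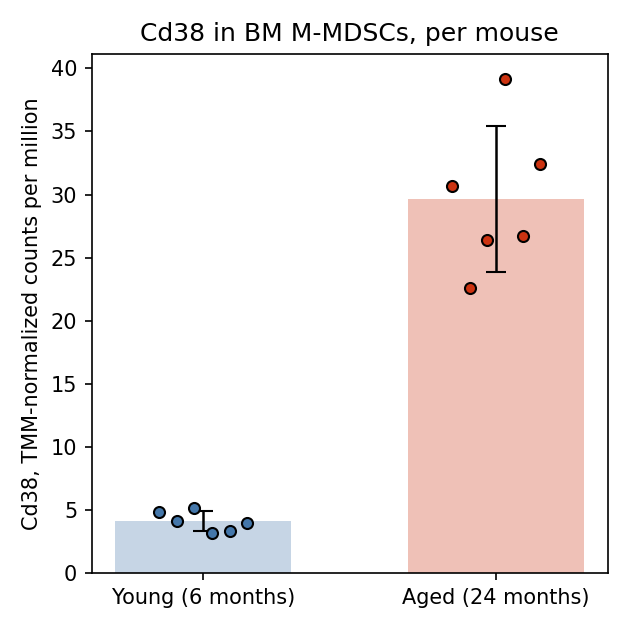
TMM-normalized CPM of Cd38 (vertical axis) in M-MDSCs of 6 young mice (blue, 6 months) and 6 aged mice (red, 24 months), with 1 dot per mouse, bars for the mean and error bars for the SD. The aged mice lie between 22.6 and 39.2 and the young mice between 3.15 and 5.14.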

*Tabula Muris Senis*, a murine comprehensive single‐cell transcriptomic atlas, was used to confirm whether the expression of *Cd38* mRNA increases with aging. This atlas comprises more than 500,000 cells from 18 organs and tissues across the mouse lifespan (from 1 month to 30 months) (“A single‐cell transcriptomic atlas characterizes ageing tissues in the mouse,” 2020). Transcriptomic signatures of BM from 30‐month versus 3‐month‐old mice were obtained from reference data. As seen in the UMAP, eighteen immune cell subpopulations were identified (Figure 4d), and a noticeable age‐related transcriptomic signature was observed in BM (Figure 4e). The myeloid compartment (6 subpopulations of monocytes and granulocytes) of the 3‐month and 30‐month‐old were analyzed, and identified the age‐related expansion of this subpopulation and concurrent increase in the expression of *Cd38* (Figure 4f). Furthermore, the M‐MDSCs module score was plotted as the violin plot indicated substantial expansion of M‐MDSCs, defined as promonocytes (Figure 4g). The M‐MDSC genes used to score were *Cxcr2, S100a9, S100a8, Ifitm1, Lrg1, Stfa2l1, Retnlg, Il1b, BC100530, Gm5483*. There were more data available for 30‐month‐old mice (*n* = 3; 7324, 3166, and 3006 cells) than for the 3‐month‐old mice (*n* = 2; 1645 and 1845 cells). However, we note there was a fairly high concordance between young and old between the relative proportion of recovered cell types, indicating that the 3‐month samples were likely sequenced at a sufficient depth of sequencing (Figure S4a). The M‐MDSC module score for all the cell populations is displayed in Figure S4b. In addition, in this population, a significant elevation in *Cd38* expression was observed (Figure 4h). Specifically, Figure 4h shows the promonocyte subset, which includes 231 cells for 3‐month and 1333 cells for 30‐month‐old mice. However, the promonocyte population proportionally makes up 6.61% of 3‐month‐old, compared to 9.8% of 30‐month‐olds, indicating that they were relatively close in overall proportion (Figure S4c).

**FIGURE 4:**
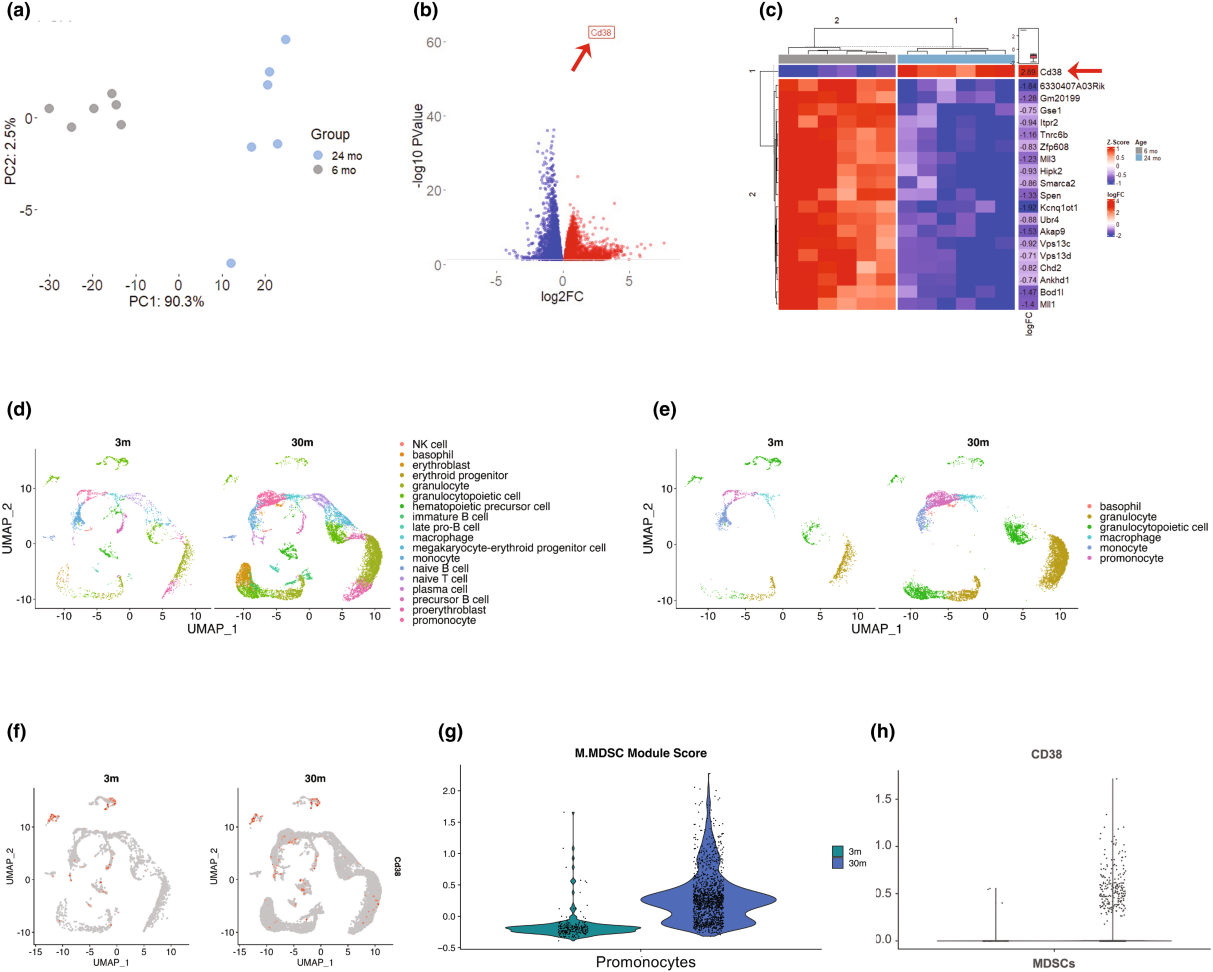
Upregulated *Cd38* expression in aged bone marrow M‐MDSCs. Bulk RNA sequencing of M‐MDSCs from the bone marrow of young (*n* = 6) and aged (*n* = 6) mice displayed distinctive PCA (principal component analysis) plot (a), upregulated (red), and downregulated (blue) differentially expressed genes with highlighted (red arrow and red box) *Cd38* expression (b). Heatmap of top 25 up‐ or down‐regulated genes based on the adjusted p‐value with log2 fold change and average expression value with a red arrow indicating an upregulated *Cd38* gene (c). UMAP (Uniform Manifold Approximation and Projection) plot of 18 different bone marrow immune cells (d) and myeloid compartment, including promonocytes, monocytes, macrophages, granulopoietic cells, granulocytes, and basophils (e) of 3‐month (*n* = 2) and 30‐month‐old (*n* = 3) mice from a droplet single‐cell transcriptomic atlas, *Tabula Muris Senis*. (f) The UMAP plot of *Cd38* expression (red dots) in the myeloid compartment. (g) Violin plot of the M‐MDSC module score in the myeloid compartment. More details are in the methods section. (h) Violin plots of the *Cd38* expression level in the promonocyte or M‐MDSCs population of 3‐month and 30‐month‐old bone marrow single cell transcriptomics atlas.

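Figure 4c labels 20 genes, and all 20 were called here (20 also with adjustment over the list alone, which is not independent evidence because the list was chosen on these samples). Cd38 was the only gene of these that rose, and the other 19 fell. Kcnq1ot1 had the largest fall, from 32.5 ± 8.72 CPM (SD, n = 6) in young mice to 8.59 ± 1.52 (SD, n = 6) in aged mice, a log2 fold change of −1.92 (standard error 0.167, adjusted p = 4.65e-06, edgeR). This long non-coding transcript lies on chromosome 7 (143213111 to 143296547) and spans 83437 bases as a single exon. The median length over exons of the 20 genes was 11031 bases, and the correction for gene length left 17 of the genes called in Figure 4c top genes past the threshold. Kcnq1ot1 was among those lost, with a corrected log2 fold change of −0.05 (adjusted p = 0.78, edgeR).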

### 3.5 Increased *Cd38* expression is associated with bone resorption

To elucidate the role of the *Cd38* gene on bone resorption in young and aged mice, the *Cd38* gene expressing GO terms were sorted for further analysis. Of those sorted GO terms, genes related to CD38 enzyme activities were upregulated (Figure 5a). In addition, bone resorption, remodeling, and regulation of bone resorption were upregulated (Figure 5b; red arrows). 

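CD38 is an enzyme that splits NAD+ and forms cyclic ADP-ribose, and the only other gene of this enzyme family among the NAD metabolism genes taken by name was Bst1, the neighbor and paralog of Cd38 on chromosome 5 (43818893 to 43843468). Bst1 rose from 139 ± 26.6 CPM (SD, n = 6) in young mice to 234 ± 58.5 (SD, n = 6) in aged mice, a log2 fold change of 0.76 (standard error 0.157, adjusted p = 0.00154, edgeR), with no overlap between the ages. The rise of Bst1 was called in all 12 fits that left out 1 mouse. The members of the GO terms in Figure 5a were not used here.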

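Of 17 genes of osteoclast precursors and osteoclasts taken by name, 9 had enough counts to be tested. As a group they were not called against the other genes (median log2 fold change 0.04, camera, adjusted p = 0.868). With adjustment over the list alone, 2 of the 9 were called. Without aged replicate 1, the median relative to all genes was −0.05. Acp5 was called higher over all genes tested. It encodes tartrate-resistant acid phosphatase and lies on chromosome 9 from 22126727 to 22135746. It had 4.03 ± 3.83 CPM (SD, n = 6) in aged mice and 1.03 ± 0.329 (SD, n = 6) in young mice, a log2 fold change of 2.00 (standard error 0.589, adjusted p = 0.0126, edgeR). The values of the ages overlapped for Acp5, with 8 to 167 counts per aged mouse and 4 to 13 per young mouse. The log2 fold change was 1.39 without aged replicate 7, and the rise was not called with limma-voom (log2 fold change 1.49, adjusted p = 0.0937). Fos was called lower, from 454 ± 162 CPM in young mice to 180 ± 58.1 in aged mice, a log2 fold change of −1.34 (standard error 0.235, adjusted p = 5.12e-04, edgeR). The members of the bone resorption GO terms were not used here apart from those labelled in Figure 5c.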

The differentially expressed genes in the bone resorption (Figure 5c) and myeloid leukocyte migration (Figure 5d) were presented as heatmaps. 

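Of the 20 genes labelled in Figure 5c, 12 had enough counts to be tested and all 12 were called higher in aged mice (12 with adjustment over the list alone, which is not independent evidence because the paper chose its lists on these samples). Apart from Cd38 and Acp5, the called genes rose by smaller amounts, from a log2 fold change of 0.23 for Csk to 0.95 for Ctss. Csk had 244 ± 25.8 CPM (SD, n = 6) in aged mice and 207 ± 14.0 (SD, n = 6) in young mice (adjusted p = 0.0202, edgeR), and Ctss had 68.2 ± 41.2 and 35.1 ± 7.40 (adjusted p = 0.0167). The other 8 genes of Figure 5c were Prkca, Gpr55, Enpp1, Src, Tmem119, Tnfrsf11a, Car2 and Ltbp3, and their counts were too low for the test. With DESeq2, which kept more genes of low counts, 7 of these 8 were also called. In each young mouse Prkca had at most 2 counts, and its mean was at least 1.51-fold higher in aged mice. The values of the ages overlapped for Prkca, with 2 to 11 counts per aged mouse. The mean of Enpp1, also with at most 2 counts in each young mouse, was at least 2.86-fold higher, or at least 1.50-fold without aged replicate 1. For Tnfrsf11a, the gene of the RANKL receptor, the range was 5 to 34 counts in aged mice and 0 to 13 in young mice, with a DESeq2 log2 fold change of 1.46 that did not reach the threshold (adjusted p = 0.0519).
In Figure 5d, 53 labels were legible. Of these genes 40 were tested and 37 were called, all higher in aged mice, and 40 with adjustment over the list alone. Lgmn showed the largest rise, a log2 fold change of 2.54 (standard error 0.668, adjusted p = 0.00654, edgeR) that was 1.54 without aged replicate 1 and was not called with limma-voom (1.72, adjusted p = 0.0894), with 22.6 ± 29.1 CPM in aged mice and 3.64 ± 1.37 in young mice. Ppia, Aif1 and Cmklr1 were not called.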

3‐month and 30‐month‐old mice bone marrow single‐cell transcriptomics data from the *Tabula Muris Senis* dataset (The Tabula Muris Consortium, 2020) were plotted against the *Cd38* and bone resorption GO term GO:0045453 with all cells in the myeloid compartment (Figure 5e), and the myeloid cells expressing *Cd38* (Figure 5f). A module score >0 indicates that the set of genes in the GO‐Term is higher in a specific population than in a random set of background genes. The result indicates a positive trend between the *Cd38‐*expressing myeloid cells and an increase in the expression of genes in the bone resorption GO term (Figure 5f).

**FIGURE 5:**
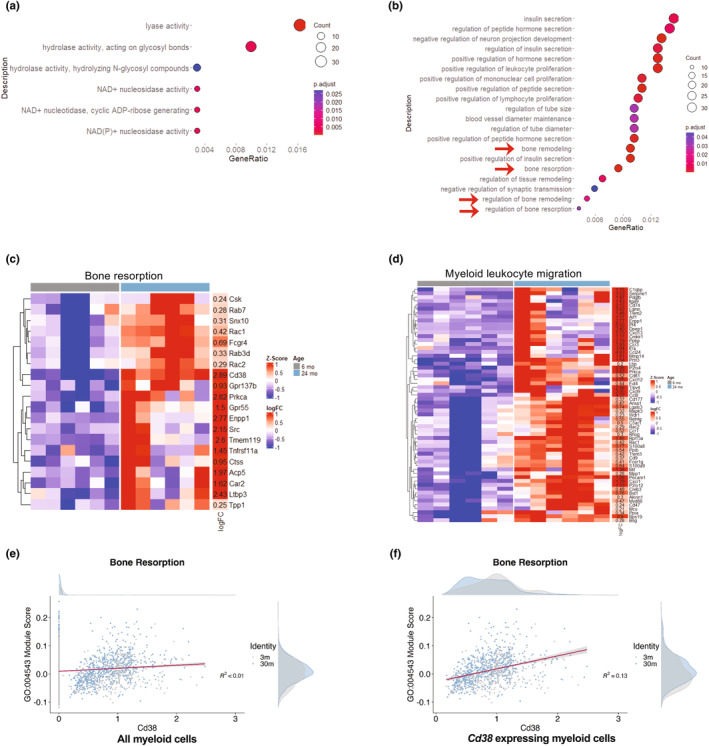
Elevated *Cd38* expression in aged M‐MDSCs associated with bone resorption. *Cd38* gene containing gene ontology (GO) terms of upregulated molecular function (a) and biological process GO terms with green arrows indicating the GO terms related to bone metabolism (b). Heatmap of genes in the bone resorption (c) and myeloid leukocyte migration (d) GO terms with log2 fold change values. UMAP (Uniform Manifold Approximation and Projection) feature plot module score of Cd38 and bone resorption for all myeloid cell populations (e) and *Cd38* expressing myeloid cells (f).

### 3.6 Effect of 78c on M‐MDSCs osteoclastogenic potential

The primary enzyme that breaks down NAD^+^ in the bone marrow is CD38. NAD^+^ and its metabolites play a major role in osteoclast formation and activity. Inhibition of CD38 using a small molecule inhibitor, 78c reduced osteoclast formation or osteoclastogenic potential of aged BM M‐MDSCs, but not the M‐MDSCs from young mice, in the presence of MCSF and RANKL (Figure 6a,b). As preosteoclasts and osteoclasts utilize mitochondria for the resorption function, the mitochondrial oxygen consumption rate of M‐MDSCs‐derived pre‐osteoclasts was tested using Seahorse extracellular flux analysis with or without 0.5 μM 78c. This CD38 inhibitory agent significantly reduced mitochondrial basal, maximal, and non‐mitochondrial respiration, ATP production, and spare respiratory capacity in M‐MDSCs from aged mice but not young mice (Figure 6c,d). Trypan blue dye exclusion assay was performed to determine the cell viability of M‐MDSCs with DMSO or different concentrations of 78c (0.1, 0.5, 1, and 10 μM). No marked cell death was observed in any concentrations compared to the DMSO vehicle control (Figure S5b). CD38 cyclase activity assay confirmed the increase in CD38 cyclase activity in aged mice and the impact inhibitory function of 78c on CD38 enzyme activity. The 0.5 μM 78c reduced the CD38 enzyme function in aged mice but not in young mice bone marrow M‐MDSCs (Figure S5c).

**FIGURE 6:**
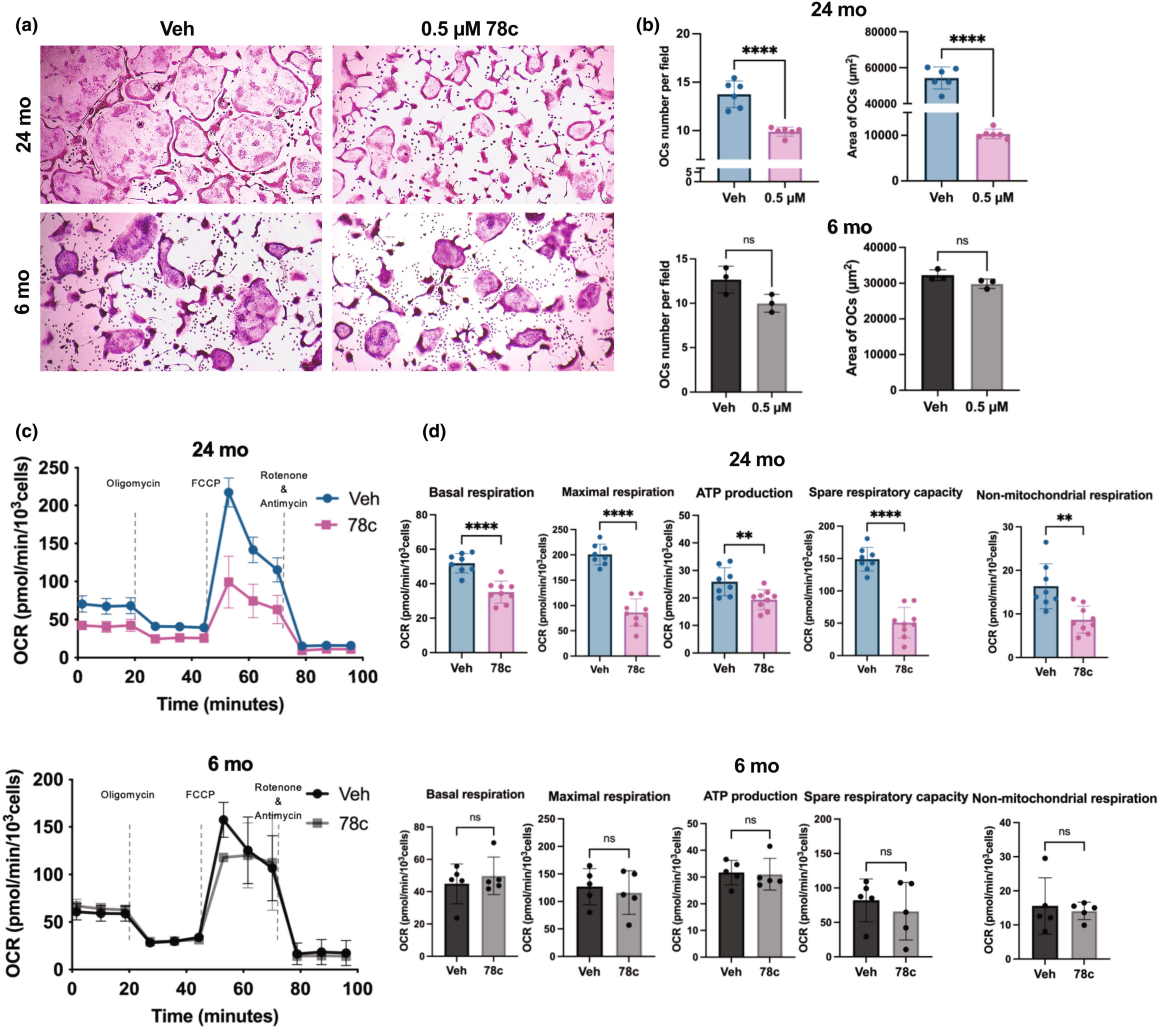
Inhibition of CD38 activity reduced mitochondrial respiration and glycolytic capacity and osteoclast potential of M‐MDSCs from aged mice. TRAP (tartrate‐resistant acid phosphate) staining images (a) and enumeration (b) of osteoclasts differentiated from bone marrow M‐MDSCs from young (*n* = 3; this experiment was reproduced independently, and representative data were presented) and aged (*n* = 6) mice in the presence or absence of 78c. (c) A representative oxygen consumption rate of 48 h differentiated aged (*n* = 3) and young (*n* = 3) mice flow‐sorted bone marrow M‐MDSCs with or without 0.5 μM 78c in the presence of MCSF and RANKL. (d) Basal, maximal, ATP production, spare respiratory capacity, and non‐mitochondrial respiration rate of individual wells after 48 h of vehicle control and 78c treatment. The unpaired Student t‐test was performed to compare the vehicle and treatment groups. Data are presented as mean ± standard deviation with **p < 0.01, ****p < 0.001.

### 3.7 Impact of CD38 on metabolism and RANKL‐driven osteoclastogenesis

RNA sequencing was conducted on the bone marrow M‐MDSCs of aged and young mice to detect transcriptional changes and mapped to functional pathways. 

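For glycolysis, the citric acid cycle and NAD metabolism, genes were taken by name and tested as a group with camera, with adjustment over the 6 gene sets. Of 15 glycolysis enzymes tested, 9 were called higher and 2 lower in aged M-MDSCs, with a median log2 fold change of 0.32 (camera, adjusted p = 0.00620). With adjustment over the list alone, 11 were called. Gapdh had the smallest p-value of the glycolysis genes, from 138 ± 18.0 CPM (SD, n = 6) in young mice to 194 ± 15.6 (SD, n = 6) in aged mice, a log2 fold change of 0.49 (standard error 0.087, adjusted p = 5.36e-04, edgeR), while Hk3 fell (log2 fold change −0.23, standard error 0.070, adjusted p = 0.0157). Of 22 citric acid cycle enzymes, 10 were called higher over all genes tested and also with adjustment over the list alone, with a median log2 fold change of 0.27 (camera, adjusted p = 1.0e-04). The lowest value among them was −0.02 for Idh3b, whose sign changed between settings. The largest rise was that of Idh3a (log2 fold change 0.72, standard error 0.208, adjusted p = 0.0117, edgeR). Of 17 NAD metabolism genes other than Cd38, 3 were called higher and 6 lower (11 in all with adjustment over the list alone), with a median log2 fold change of −0.19 that camera did not call (adjusted p = 0.172). After correction for gene length, camera called these NAD metabolism genes lower as a group (adjusted p = 0.0404). Qprt had the largest fall, from 3.24 ± 1.50 to 0.956 ± 0.588 CPM, a log2 fold change of −1.74 (standard error 0.377, adjusted p = 0.00202, edgeR). Genes encoded in the mitochondrial genome were not analysed here.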

Metabolic pipeline analysis was used to examine pathways related to nicotinamide metabolism, oxidative phosphorylation, glycolysis, and citric acid cycle, revealing significant transcriptional dysregulation (Figure 7). While the relationship between RANKL and CD38 was not thoroughly explored, it was found that the RANKL‐driven system led to considerably higher levels of CD38 or vice versa in aged mice in contrast to young mice (indicated by a red triangle with a purple outline). This increase in CD38 resulted in amplified transcription of nicotinamide and oxidative phosphorylation, with many transcripts associated with the conversion of NADH to NAD+ and ADP to ATP, particularly a large number of ATP5 homologs indicated by red and light red triangles, as demonstrated in the functional pathway mapped using Cytoscope.

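Of the genes shaded in the NAD and RANKL part of Figure 7, 7 of 11 had enough counts to be tested and 5 were called (5 with adjustment over the list alone, where the lists were chosen on these samples and are not independent evidence). Besides Cd38, Nampt rose (log2 fold change 0.36, standard error 0.123, adjusted p = 0.0273, edgeR) and Aimp2 rose (0.48, standard error 0.136, adjusted p = 0.0106), while Nt5e (−0.76, standard error 0.110, adjusted p = 1.34e-04) and Mapk8 (−0.44, standard error 0.111, adjusted p = 0.00500) fell. The rise of Nampt was called in 8 of the 12 fits that left out 1 mouse, and not without aged replicates 5 or 6 or young replicates 5 or 6. Aimp2 and Mapk8 were not called after correction for gene length, nor was Aimp2 with thinned libraries. Sirt3 and Sirt5 were not called, and Nmnat2, Nmnat3, Sirt4 and Pdgfb were not tested because of their low counts. Of the shaded complex I genes, 12 of 14 were called, all higher (13 with adjustment over the list alone), and of the shaded ATP synthase genes 14 of 15, also all higher (15 with adjustment over the list alone). Among the shaded ATP synthase genes, Atp5l had the largest rise, from 19.6 ± 5.88 CPM (SD, n = 6) in young mice to 32.1 ± 6.42 (SD, n = 6) in aged mice, a log2 fold change of 0.72 (standard error 0.187, adjusted p = 0.00616) that was not called after the length correction (0.26, adjusted p = 0.115, edgeR). After correction for gene length, 4 of the genes called in Figure 7 shaded complex I genes and 5 of the genes called in Figure 7 shaded ATP synthase genes were past the threshold.
Within an age, the level of Cd38 and the mean level of the OXPHOS genes were not related past the threshold with the counts as deposited. With all libraries thinned to the smallest total, the unadjusted p-value of Pearson's r in young mice was under 0.05 (exact permutation test). Across the 6 aged mice, Pearson's r was −0.16 (exact permutation test over 720 pairings, two-sided, p = 0.742, adjusted p = 0.824 over 10 relations) and Spearman's rho −0.20 (p = 0.714, adjusted p = 0.793, same exact test). Across the 6 young mice, Pearson's r was 0.78 (p = 0.106, adjusted p = 0.214, same exact test) and Spearman's rho 0.54 (p = 0.297, adjusted p = 0.425, same exact test). Without the 2 mice farthest from the median level of Cd38, r was −0.43 in aged mice and 0.80 in young mice. The blocks of sample numbers hold 3 aged mice each, too few for a value within a block. From the pathway map, the paper reasons that the increase in CD38 led to the amplified transcription of nicotinamide and oxidative phosphorylation genes.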

**FIGURE 7:**
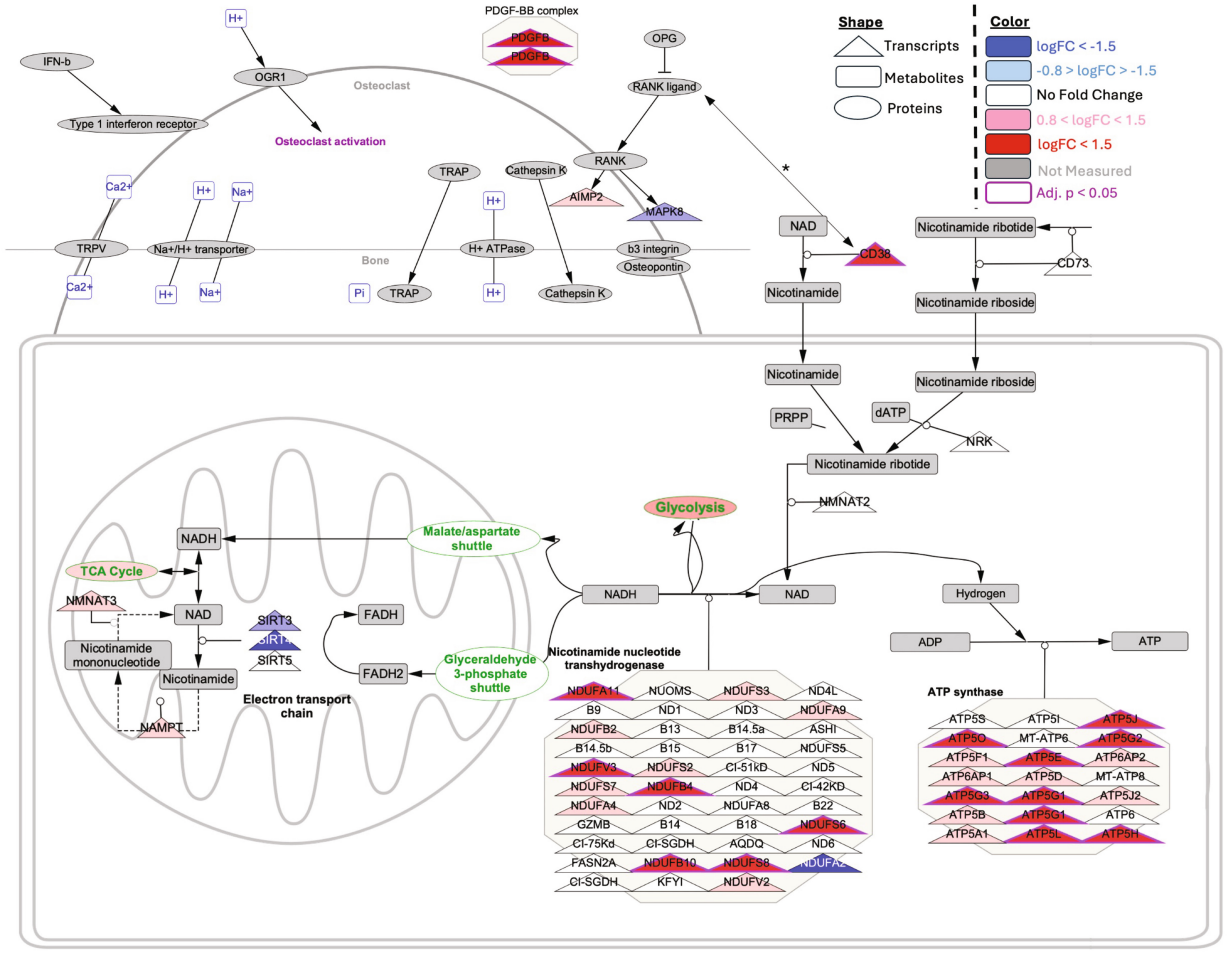
Metabolic pipeline analysis revealed significant transcriptional dysregulation of nicotinamide metabolism, oxidative phosphorylation, glycolysis, and citric acid cycle pathways, amongst others. The complex relationship between RANKL and CD38 (*) is not explored in depth; however, this RANKL‐driven system results in significantly increased CD38 in aged mice, as compared to young mice (red triangle, with purple outline), which, consequently, results in increased transcription of nicotinamide and oxidative phosphorylation, with a large number of transcripts associated with the conversion of NADH to NAD+ and ADP to ATP, especially a large number of ATP5 homologs (red and light red triangles), as exemplified by this transcriptional network.

## 4 DISCUSSION

This study shows that M‐MDSCs (CD11b^+^Ly6G^low^Ly6C^hi^) were expanded in the spleen, blood, and mesenteric lymph node but not in the bone marrow of aged mice. The M‐MDSCs from aged mice exhibited elevated *Cd38* gene expression and upregulated differentially expressed genes related to mitochondrial and glucose metabolism. This indicates that aged M‐MDSCs are primed to become osteoclasts compared to M‐MDSCs young mice. In addition, the mitochondrial oxygen consumption and extracellular acidification rates increased in osteoclast progenitors derived from aged M‐MDSCs. Importantly, the targeted inhibition of CD38 using 78c reduced the osteoclastogenesis and mitochondrial and glucose metabolism of osteoclast precursors derived from aged bone marrow M‐MDSCs.

With advancing age, the immune system undergoes dynamic changes characterized by adaptive immunity impairments and low‐grade chronic inflammation activation, which appear to be related to age‐associated chronic inflammatory bone diseases, including osteoporosis, rheumatoid arthritis, and periodontitis (Briot et al., 2017; Coughlan & Dockery, 2014; Khandelwal & Lane, 2023; Lencel & Magne, 2011). This increase in bone loss or fracture incidence that rises with advancing age suggests a pathogenic link between age‐related changes in the immune system and bone loss (Srivastava et al., 2022). As osteoclasts play a crucial role in bone resorption and skeletal maintenance, their function becomes more dominant than osteoblasts during aging. Osteoclasts are multinucleated giant cells derived from the myeloid lineage, which expands during aging (Geiger et al., 2013; Kirkwood et al., 2018; Pawelec et al., 2021) and may increase bone marrow osteoclast precursors, osteoclast formation, and bone resorption (Cao et al., 2005; Kwack, Zhang, Kramer, et al., 2022). About two decades ago, Cao et al. showed the age‐related increased osteoclastogenic potential of myeloid‐lineage bone marrow cells (Cao et al., 2005). Recently, we and others have reported the plasticity of specific myeloid lineage cells, M‐MDSCs, as osteoclast progenitors in metabolic osteoarthritis, obesity‐associated periodontal disease, bone metastasis, and age (Kwack, Zhang, Sohn, et al., 2022; Li et al., 2021; Sawant & Ponnazhagan, 2013; Zhang et al., 2021; Zou et al., 2022). The present study explored the osteoclastogenic potential of bone marrow M‐MDSCs (CD11b^+^Ly6G^−^Ly6C^hi^) from aged mice. The elevated osteoclastogenic potential of aged M‐MDSCs possibly results in increased demineralization activity of osteoclasts derived from this defined population. Previously, other investigators have also demonstrated an age‐related increase in the osteoclastogenic potential of MDSCs (CD11b^+^Ly6C^+^Ly6G^+^), consisting of both M‐MDSCs and PMN‐MDSCs (Z. Li et al., 2021; Zou et al., 2022); however, our lab has noted that the flow‐sorted PMN‐MDSCs (CD11b^+^Ly6G^+^Ly6C^low^) do not efficiently differentiate into osteoclasts.

Osteoclasts require consistent and robust energy substrates to differentiate from osteoclast precursors and bone resorption function (Srivastava et al., 2022). Both mitochondrial respiration and glucose metabolism are required for osteoclastogenesis and activity (Li et al., 2020). Mitochondrial oxidative phosphorylation (OXPHOS) is crucial for the energy‐dependent fusion of monocyte precursors to generate osteoclasts, and poor mitochondrial biogenesis impairs osteoclast differentiation and bone resorption (Li et al., 2020). In support of this, the aged bone marrow M‐MDSCs differentiated to osteoclasts precursors, in the presence of MCSF and RANKL for 48 h, exhibited increased mitochondrial basal and maximal oxygen consumption rate, spare respiratory capacity, proton leak, and non‐mitochondrial respiration. The non‐mitochondrial oxygen consumption rate is an index of oxygen‐consuming processes from other energy sources, such as glucose, for energy‐consuming osteoclastogenesis. Li et al., showed that the *Glut1*‐deficient mouse that spares mitochondrial function in osteoclast progenitors diminishes osteoclast formation (Li et al., 2020). Consistent with these observations, glycolysis or extracellular acidification rate increased in differentiated M‐MDSCs upon inhibition of the mitochondrial electron transport chain complex I and II and mitochondrial ATP production.

CD38 is an enzyme with two distinct activities that degrades NAD+. The first activity is hydrolase, which generates two by‐products, nicotinamide (NAM) and ADP‐ribose (ADPR). The second activity is ADP‐ribosyl cyclase, which generates cyclic‐ADP‐ribose (cADPR), a molecule that plays a role in calcium signaling. CD38 mediates the coupling between calcium sensing and metabolism in osteoclasts, which is essential for bone resorption (Costa et al., 2017). Blocking CD38 with anti‐CD38 mAb inhibits the differentiation of mature osteoclasts from multiple myeloma patients' mononuclear cells (Sun et al., 2003). Additional studies are required to directly address the CD38‐dependent mechanisms that contribute towards enhanced osteoclastogenic activity in the aged skeleton.

As the NAD pool declines with aging, there is a concomitant accumulation of CD38 (NADase) in the immune compartment that contributes towards inflammaging (Camacho‐Pereira et al., 2016). Thus, it is possible that age‐related alteration in the immune system could induce CD38 accumulation in tissues (Chini et al., 2020; Hogan et al., 2019). CD38, an ADP‐ribosyl cyclase/hydrolase that utilizes NAD^+^ as a substrate, is expressed mostly in immune cells (Chini et al., 2020; Hogan et al., 2019). Our findings reveal an approximately eight‐fold increase in *Cd38* gene expression in M‐MDSCs (CD11b^+^Ly6G^−^Ly6C^hi^) isolated from aged bone marrow compared to young controls. Camacho‐Pereira et al. revealed that the knockout of *Cd38* in mice prevented the age‐related decline in cellular NAD level, mitochondrial function, and mitochondrial oxygen consumption rate in liver and spleen cells (Camacho‐Pereira et al., 2016). Interestingly, inhibition of CD38 activity using 78c reduced mitochondrial respiration and glucose metabolism of osteoclast precursors derived from aged bone marrow M‐MDSCs. Consistent with these observations, a CD8^+^ targeted inhibition of CD38 using 78c reversed the defects in mitochondrial dysfunction in a murine lupus model (Chen et al., 2022).

CD38 has long been thought to function as an NAD sensor under conditions of active osteoclast motility and secretion (Sun et al., 2003). Using a globally deficient *Cd38* null mouse, these investigators described a “disordered osteoclast” from 3‐month‐old mutant mice. These data appear contrary to the data presented here, but these differences may be due to the age or type of osteoclast progenitor populations employed. Ongoing efforts have begun to address the role of CD38 in the myeloid compartment of aged mice. In related studies that focused on NAD^+^ supplementation using the NAD^+^ precursor nicotinamide riboside for several months to reverse the aged skeletal phenotype, no differences were observed in osteoclastogenesis but did have major effects on osteoblastogenesis (Kim et al., 2021). Differences from our data may again be due to the osteoclast precursor populations employed or sex, and these studies used only female mice, and the present study used only male mice.

In this study, we used bioinformatic data sets to understand how *Cd38* expression is related to osteoclastic cellular activity. Gene ontology (GO term) analysis of the *Cd38* gene expressing GO terms showed increased bone resorption, remodeling, and regulation of bone resorption GO terms in M‐MDSCs from aged mice. Further analysis of the single‐cell transcriptomic atlas (*Tabula Muris Senis*) also revealed that the *Cd38*‐expressing promonocyte, basophil, and macrophage populations showed a better positive correlation with bone resorption. Therefore, we tested the effect of CD38 inhibition on the osteoclastogenic potential of bone marrow M‐MDSCs from aged mice in the presence of MCSF and RANKL and found that 78c, a small molecule inhibitor of CD38, inhibited the osteoclastogenic potential of bone marrow M‐MDSCs derived from aged mice. Consistently, daratumumab, a monoclonal antibody against CD38, reacted with CD38 expressed on monocytes and inhibited in vitro osteoclastogenesis and bone resorption of mononuclear cells harvested from the bone marrow of multiple myeloma patients (Costa et al., 2017). In addition, an anti‐CD38 antibody inhibited the bone resorption of osteoclasts from young Wistar rats (Sun et al., 1999). In recent years, 78c has been shown to improve metabolic parameters of aging (Tarragó et al., 2018) and health span (Peclat et al., 2022) in mice. Currently, the U.S. Food and Drug Administration approved the monoclonal antibody, daratumumab, against CD38 for managing multiple myeloma, and a few other CD38 blocking antibodies are in clinical trials. Therefore, a deeper understanding of the role of CD38 on early transcriptomic and metabolic changes of M‐MDSCs is essential for pharmacological and/or non‐pharmacological interventions for age‐related bone loss and fracture risk.

Despite the increased *Cd38* expression and osteoclastogenic potential of bone marrow M‐MDSCs in aged mice, there was no increase in the number of M‐MDSCs within the bone marrow of aged mice compared to young control (Flores et al., 2017). This is most likely due to the egress of bone marrow M‐MDSCs into the circulation in response to chronic inflammation during aging. In support of this claim, we found that the M‐MDSC population was expanded in the spleen, blood, and mesentery lymph nodes of aged mice. Indeed, we have made this observation in other conditions where the M‐MDSCs are not expanded in the bone marrow but rather in peripheral tissues. One model system used an RNA binding protein (tristetraprolin or TTP) deficient mouse, where expression of TTP is reduced with aging, and we observed the same type of flow data. In this paper, we went on to define that cell intrinsic differences that led towards M‐MDSC expansion in the peripheral tissues with TTP decline were due to increased regulation of the CCR2‐CCL2 axis (Kwack, Zhang, Kramer, et al., 2022). In addition, we have observed M‐MDSC expansion in peripheral tissues during obesity (Kwack, Zhang, Sohn, et al., 2022) and osteoarthritis (Zhang et al., 2021). In contrast, Li et al. reported an increased accumulation of MDSCs (CD11b^+^Ly6C^hi^Ly6G^+^) in the bone marrow of aged mice (Z. Li et al., 2021). However, there are other studies reported that the aged mice exhibited elevated MDSC (Gr1^+^CD11b^+^) populations, but not the M‐MDSCs (CD11b^+^Ly6G^−^Ly6C^hi^), in the bone marrow, spleen, and lymph nodes compared to young mice (Enioutina et al., 2011; Flores et al., 2017; Jackaman et al., 2013).

The GO term analysis of bulk RNA sequencing of bone marrow M‐MDSCs revealed upregulated OXPHOS‐related biological processes, cellular components, and genes related to glucose and mitochondrial metabolism in aged mice M‐MDSCs compared to young mice, indicating a metabolic shift in undifferentiated aged M‐MDSCs. Further analysis of the GO term of sorted *Cd38* expressing genes showed upregulated bone resorption‐related pathways. In addition, the output of the metabolic pipeline analysis DEG indicated an intricate association between RANKL and CD38. Nevertheless, this system driven by RANKL causes a substantial increase in CD38 in aged mice in comparison to young mice. As a result, there is a rise in the transcription of nicotinamide and oxidative phosphorylation, with numerous transcripts linked to glucose metabolism and the conversion of NADH to NAD+ and ADP to ATP. Collectively, these data indicate that the aged mice M‐MDSCs are metabolically distinctive and primed to differentiate into osteoclasts, and the expression of *Cd38* in M‐MDSCs elevates bone resorption and remodeling. However, further studies are required to investigate the in vivo impact of 78c on the *Cd38* expression on immune cells, especially the M‐MDSC population, the osteoclastogenic potential of MDSCs and their energy metabolism, and bone microarchitecture of aged mice, in a myeloid‐specific CD38 knockout mice to better understand the contribution of the myeloid compartment on bone health during aging. In addition, as aging cells switch metabolism based on their energy demand and alterations in these metabolic phenotypes result in bone pathologies such as osteoporosis and rheumatoid arthritis, future studies should explore the impact of glucose, fatty acid, and amino acid metabolism on the osteoclastogenic potential of M‐MDSCs.

## AUTHOR CONTRIBUTIONS

Keith Kirkwood conceived and designed all the experiments and edited the manuscript. Ramkumar Thiyagarajan and Lixia Zhang performed experiments and wrote the original manuscript draft. Omar Glover, Emma Murray, and Sara Ahmed assisted with osteoclast assays. Kyu Hwan Kwack scanned and analyzed tibia micro‐CT data, provided valuable input in flow cytometry, and edited the manuscript. Nanda Kumar Yellapu, Jonathan Bard, and Spencer Rosario analyzed NextGen RNA sequencing data, single‐cell *Tabula Muris Senis* dataset, and metabolic pipeline utilizing DEG output, respectively. Kenneth Seldeen and Bruce Troen provided valuable scientific insights and edited the manuscript. All authors contributed to the article and approved the submitted version.

## CONFLICT OF INTEREST STATEMENT

The authors have no conflicts of interest.

## Supporting information

Figure S1.

Figure S2.

Figure S3.

Figure S4.

Figure S5.

Data S1.

## Data Availability

The RNA‐seq data in this article is available on NCBI's Gene Expression Omnibus (GEO) through GEO Series accession number GSE 252129.

# Supplementary material for: Age‐related increase of CD38 directs osteoclastogenic potential of monocytic myeloid‐derived suppressor cells through mitochondrial dysfunction in male mice
**Source:** Aging Cell. 2024 Aug 23;23(11):e14298. doi: 10.1111/acel.14298
**Supplement:** Supplementary file 4 — Figure S4.

A

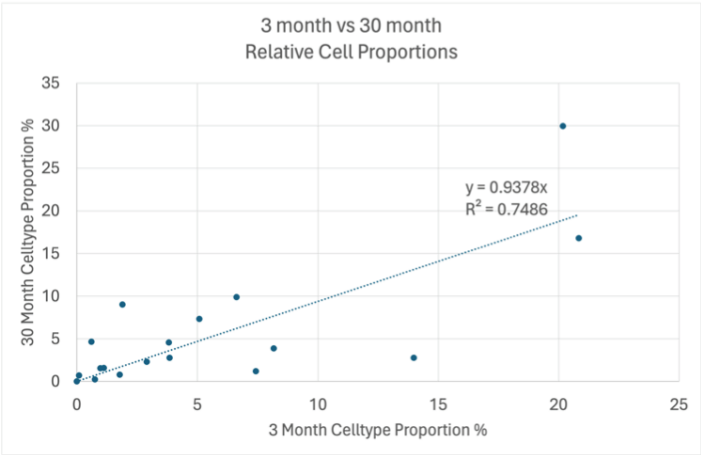

B

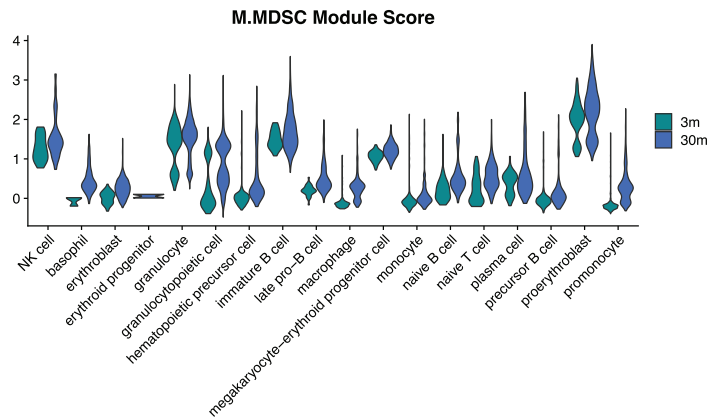

C

| Cell Type                               | 3 mo<br>(count) | 30 mo<br>(count) | 3 mo<br>(%) | 30 mo<br>(%) |
|-----------------------------------------|-----------------|------------------|-------------|--------------|
| NK cell                                 | 26              | 31               | 0.745       | 0.229        |
| basophil                                | 3               | 95               | 0.086       | 0.704        |
| erythroblast                            | 66              | 1216             | 1.891       | 9.010        |
| erythroid progenitor                    | 0               | 2                | 0           | 0.0148       |
| granulocyte                             | 704             | 4043             | 20.172      | 29.957       |
| granulocytopoietic cell                 | 727             | 2269             | 20.831      | 16.812       |
| hematopoietic precursor cell            | 285             | 524              | 8.166       | 3.883        |
| immature B cell                         | 21              | 629              | 0.6017      | 4.661        |
| late pro-B cell                         | 34              | 210              | 0.9742      | 1.556        |
| macrophage                              | 101             | 310              | 2.894       | 2.297        |
| megakaryocyte-erythroid progenitor cell | 133             | 616              | 3.811       | 4.564        |
| monocyte                                | 488             | 374              | 13.983      | 2.772        |
| naive B cell                            | 62              | 107              | 1.776       | 0.793        |
| naive T cell                            | 134             | 373              | 3.839       | 2.764        |
| plasma cell                             | 39              | 212              | 1.117       | 1.571        |
| precursor B cell                        | 259             | 163              | 7.421       | 1.208        |
| proerythroblast                         | 177             | 989              | 5.072       | 7.328        |
| promonocyte                             | 231             | 1333             | 6.619       | 9.877        |

# Supplementary material for: Age‐related increase of CD38 directs osteoclastogenic potential of monocytic myeloid‐derived suppressor cells through mitochondrial dysfunction in male mice
**Source:** Aging Cell. 2024 Aug 23;23(11):e14298. doi: 10.1111/acel.14298
**Supplement:** Supplementary file 6 — Data S1.

**Supplementary Methods:**

**Flow cytometry:** Cells isolated from bone marrow, spleen, blood, and mesentery lymph node were stained with cell surface and intracellular markers in three panels. Briefly, Panel 1 included CD11b, Ly6G, and F4/80 antibodies, which helped to identify PMN-MDSCs and macrophages. Panel 2 used CD4, CD25, Foxp3, and CD8 antibodies to identify helper T-cells, regulatory T-cells, and cytotoxic T-cells. Finally, panel 3 was stained with CD11c, CD19, and NK1 antibodies to identify dendritic cells, B cells, and natural killer cells. The BD LSR II flow cytometer was used to analyze the samples. The samples were read via FACSDiva version 6.1.3 software and analyzed using FlowJo software version 10.0.9.

**In vitro osteoclastogenesis assays:** M-MSCSs and PMN-MDSCs were sorted from the bone marrow of young mice and placed in a 48-well plate at a density of 2.5 x 10^5^ cells per well. These cells were then subjected to osteoclastogenic differentiation by adding M-CSF (25 ng/ml) for 3 days and then with the addition of RANKL (50 ng/ml) for an additional 3 days. Tartrate-resistant acid phosphatase (TRAP) staining was performed to visualize the pre-osteoclasts and osteoclasts. Osteoclasts were identified as cells with three or more nuclei. The number and area of osteoclasts generated were quantitated using Image J software.

**Seahorse extracellular flux analysis:** Sorted bone marrow M-MDSCs from young and aged mice were seeded at a density of 400,000 cells per well in an XFe24 well plate coated with CellTak (Corning, NY) to obtain the extracellular acidification rate. 10 mM glucose, 1 µM oligomycin, and 50 mM 2-DG were sequentially injected to measure the glycolysis, glycolytic capacity, and glycolytic reserve of M-MDSCs. The Seahorse data were normalized to a total number of cells. All the measurements were calculated using an Agilent Seahorse XF Technology white paper document or manufacturer protocol.

**Reverse transcription quantitative real-time PCR:** Total RNA was extracted from M-MDSCs using the RNeasy Plus Mini Kit (Qiagen, #74136). Then, 500 ng RNA was used to synthesize complementary DNA (cDNA) using the iScriptTM cDNA synthesis kit (Bio-Rad, #1708890). The cDNA was amplified for quantitative real-time PCR using fast SYBR Green qPCR Master Mix (Applied Biosystems, #4385610) and detected using Bio-Rad CFX Opus 96. The relative mRNA values were calculated using the 2−∆∆CT method. *Gapdh* was used as an internal control in each sample and analyzed for fold change by normalizing it to the mock control. The following primers were used: *Cd38,* forward – GGTCCAAGTGATGCTCAATGGG, reverse - AGCTCCTTCGATGTCGTGCATC and *Gapdh,* forward - GGTTGTCTCCTGCGACTTCA, and reverse - TGGTCCAGGGTTTCTTACTCC.

**CD38 cyclase assay:** Flow-sorted bone marrow M-MSCSs from young and aged mice were seeded in a 24-well plate at a density of 5 x 10^5^ cells per well. The cells were treated with a DMSO vehicle or 0.5 µM 78c in the presence of MCSF and RANKL for 48 hours. After 48 hours, the CD38 cyclase activity was measured using the fluorometric CD38 activity assay kit (ab284540) following the manufacturer’s protocol. The kit utilizes the activity of CD38 to catalyze the conversion of a CD38 substrate to a fluorescent product (Ex/Em = 300/410 nm).

**Trypan exclusion assay:** Young and aged mice bone marrow M-MSCSs were plated in a round bottom 96 well plate at the density of 5 x 10^4^ cells per well. The cells were treated with a DMSO vehicle or 78c (0.1, 0.5, 1, and 10 µM) in the presence of MCSF and RANKL for 24 hours. After 24 hours, the cells were isolated, and the percentage of live cells was counted using Bio-Rad TC20 based on trypan blue presence or absence in a cell. The TC20 auto-detects the presence of trypan blue in the sample to assess cell viability via trypan blue exclusion. Along with the total cell count, the TC20 counter assesses cell viability and provides a live cell count and percentage of live cells.

**Supplementary Figure Legends:**

**Supp. Figure 1:** The flow cytometry analysis of PMN-MDSCs, macrophages, helper T-cells, regulatory T-cells, cytotoxic T-cells, dendritic cells, B cells, and natural killer cells from bone marrow **(A)**, spleen **(B)**, blood **(C)**, and mesentery lymph node **(D)** was conducted using CD11b, Ly6G, F4/80, CD4, CD25, Foxp3, CD8, CD11c, CD19, and NK1 antibodies from 6-month-old young and 24-month-old aged male C57BL/6JNIA mice young mice. Each dot in the dot plot represents an individual mouse. The data were analyzed using multiple t-tests to compare young and aged mice. Data are presented as mean ± standard deviation with *P < 0.05, **P < 0.01.

**Supp. Figure 2:** TRAP staining of flow sorted M-MDSCs and PMN-MDSCs **(A)**, and the number and area of the osteoclasts **(B)** differentiated from M-MDSCs and PMN-MDSCs isolated from bone marrow of young mice (*n*=6). Student t-test was conducted to compare cell populations. Data are presented as mean ± standard deviation with ****P < 0.0001.

**Supp. Figure 3:** A representative extracellular acidification rate **(A)** of young (*n*=3) and aged (*n*=3) mice bone marrow M-MDSCs and the calculated glycolysis, glycolytic capacity, and glycolytic reserve parameters **(B)** after glucose, oligomycin, and rotenone and antimycin injections. Multiple t-tests were conducted to compare young and aged mice. Data are presented as mean ± standard deviation with **P < 0.01.

**Supp. Figure 4:** **(A)** Relative cell proportion of 3-month-old (n=2) and 30-month-old (n=3) mice from Tabula Munis Senis dataset. The M-MDSC module score for all the cell types is presented as a violin plot **(B)** and a Table **(C)** with cell number and proportion of all cell populations.

**Supp. Figure 5:** *Cd38* expression of M-MDSCs isolated from 6-month-old (*n*=4) and 24-month-old (*n*=5) mice, normalized to *Gapdh*, was assessed using reverse transcript quantitative polymerase chain reaction **(A)**. The percent of live trypan blue dye-excluded M-MDSCs treated with different concentrations of 78c (0.1, 0.5, 1, and 10 µM) and vehicle control for 24 hours, *n*=3 **(B)**. **(C)** CD38 cyclase activity of young (*n*=4) and aged (*n*=3) M-MDSCs treated with DMSO vehicle or 0.5 µM 78c for 48 hours. The data were analyzed using multiple t-tests or one-way ANOVA. Data are presented as mean ± standard deviation with *P < 0.05, **P < 0.01.

How the deposited data were processed for this re-analysis (not part of the article)

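RNA was sequenced from M-MDSCs sorted from the bone marrow of 12 male mice, 6 young mice of 6 months and 6 aged mice of 24 months, with 1 library per mouse. Each library was assigned to its age and mouse from the sample labels, and the column names of the deposited table carry the same names, so all 12 libraries were used and no column was left out. Only 0 to 1 counts of Xist were found per library, as in male mice.

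The deposited counts are whole numbers of fragments per gene that the authors obtained with featureCounts. The command line kept with the table shows that fragments were counted over the exons of each gene of a UCSC annotation of mm10, in pairs with both ends aligned to 1 chromosome, with reverse-stranded counting and with a mapping quality of at least 60. The aligner is not named in the paper's text or in the labels. No normalization had been applied. The mapping quality filter removes fragments that fit more than 1 place, which lowers the counts of genes with near-identical copies, such as those of many ribosomal proteins and respiratory chain subunits. The table has 23420 genes, none without a name. Genes encoded in the mitochondrial genome and Ly6g, a marker of the sort, were not analysed here. Gene length is the authors' length over exons in the same table. GC content was computed here for 9671 of the 9742 genes tested (99.3%). It is that of the longest GENCODE transcript with the gene's symbol or an older symbol, so its gene models differ from those of the counts. All coordinates are those of the deposited table, on mm10.

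Library totals were 8737941 to 16300374 fragments in aged mice and 4613239 to 9079237 in young mice. The sample numbers of the alignment files are lower for all young than for all aged mice, and their only gap lies within the aged mice. A batch of preparation or sequencing that changed between the last young and the first aged number would not be separable from age. The counting error that the totals allow is small next to the variation between mice for most genes tested, where the biological coefficient of variation was 15.7%. It limits genes of few counts, and a gene with at most 3 counts in every mouse of an age was given only as a lower bound of its fold change. Spearman's correlation across genes between pairs of libraries, of the same or of different age, lay between 0.941 and 0.994.

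The comparison of aged with young mice was fitted with edgeR 4.0.16 in R 4.3.3. Genes were kept with filterByExpr, libraries were scaled with TMM factors, and the quasi-likelihood test was applied to the counts as deposited, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05 on the adjusted p-value. Standard errors of log2 fold changes were obtained from the log2 fold change and the F statistic of that test. CPM are counts scaled to the TMM-normalized library total. Gene sets for oxidative phosphorylation, ribosomal proteins, glycolysis, the citric acid cycle, NAD metabolism and osteoclasts were written by name before the data were examined and tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01, with adjustment over the 6 sets. Fry and camera with a correlation estimated from the libraries were alternatives. The value of a set is the median log2 fold change of its genes minus that of all genes where it is called relative. GO annotation was not used here. Principal components were computed from the 500 most variable genes, centred and not scaled. Permutation tests of single values over mice were exact and two-sided, and correlations were computed within an age only.

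Lists of marker genes for plasma cells, B cells, erythroid cells, neutrophils, resident macrophages, stromal cells and osteoblasts, endothelial cells, megakaryocytes and platelets, T and NK cells, basophils and mast cells, dendritic cells and classical monocytes were also written before the data were examined. The value of such a list is the difference between the ages in the mean log2 CPM of its tested members, with Benjamini-Hochberg adjustment over the 9 lists with a tested member.

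The genes named in the text were chosen by a rule set before the data were examined. They are the genes the paper names from the sequencing in its text, the 5 largest rises and the 5 largest falls among called genes whose values did not overlap between the ages and whose mean was at least 1 CPM, the members with the largest rise, the largest fall and the smallest p-value of each list, list members that were not called or went against the list where these were 5 or fewer, and the shaded genes of Figure 7 outside complex I and ATP synthase. Genes named outside this rule were chosen after their values were seen, such as some abundant genes of a marker list.

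Alternatives set before the data were examined were DESeq2 1.42.0 with its own size factors and filtering, limma-voom, library totals without TMM factors, upper quartile normalization, a minimum of 10 counts in every mouse, no filter on low counts, a correction for gene length, a correction for GC content, the 4 mouse numbers shared by both ages as a block over 8 mice, that block with the length correction, each of the 12 mice left out in turn, a minimum absolute log2 fold change of 1, other inputs for the principal components and other set tests. The length and GC corrections are offsets for each gene and library, from a natural spline with 5 degrees of freedom of each library's deviation in log2 CPM on length or GC content. Thinning of every library at random to the smallest total, a length curve fitted without the oxidative phosphorylation and ribosomal protein genes, and 12 further inputs for the principal components were added after the data had been seen. A result with a test is said to change where its direction or its side of the threshold changed. A gene set is said to reverse where the sign of its relative median changed, a definition set after the first values of the sets had been seen. A count is said to change where it moved by more than 1.5 times, and a value without a test where it moved by more than 1 SD.

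The tests were tried on simulated counts drawn from the means and totals of these libraries with 200 changed genes. The quasi-likelihood test of edgeR recovered 97.5% of the 198 changed genes that it tested among 9697 genes, with 12 false calls, DESeq2 recovered 96.5% of 200 among 9742 genes with 25 false calls, and limma-voom recovered 96.5% of 198 with 11. With a length trend added to the simulated libraries, edgeR made 272 false calls among 9692 genes, and 17 after the length correction. The added trend was the same in every aged library and absent in the young. It was weaker than the difference of −0.21 per doubling of length between the ages in the data. The real slopes also varied between mice of 1 age, and the correction was not tried on simulated libraries of that kind. Sequences were read with Biostrings 2.70.1, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Flow cytometry, qRT-PCR, metabolic flux and single-cell measurements of the paper were not analysed here. A result for 1 gene is not reported here.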

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

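The tests of resident macrophage genes against each other and against other genes, and the thinning of libraries were chosen after the results had been seen.

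The list of resident macrophage genes, which the paper does not discuss, was higher in aged mice by 1.59 on the log2 scale (exact permutation test, two-sided, p = 0.00649, adjusted p = 0.0195 over 9 lists). All 12 tested members of the 13 were called higher, and 12 of the 13 had at least 1 CPM in young mice as well. The median gene of the list had 3.86 CPM in young and 37.6 CPM in aged mice, and the list took 0.0575% of the counts in young and 0.0976% in aged mice. Among its abundant members, Slc40a1 had 540 ± 55.2 CPM (SD, n = 6) in aged and 435 ± 70.5 (SD, n = 6) in young mice, Vcam1 87.2 ± 108 and 21.8 ± 3.87 and Mrc1 37.6 ± 49.1 and 6.52 ± 1.05. Per mouse, the mean of the list was 6.83 log2 CPM in aged replicate 1, 5.30 in replicate 2, 4.56 in replicate 6, 4.48 in replicate 7, 3.94 in replicate 4 and 3.27 in replicate 5, against 2.91 to 3.49 in young mice, so aged replicate 5 lay within the young range. Without aged replicate 1 the difference was 1.17. A difference in depth is argued against by the value of 1.58 with all libraries thinned to the smallest total, and gene length by 1.54 after the length correction. Macrophages among the sorted cells, in numbers that vary from aged mouse to aged mouse, are a candidate explanation, because the members rose and fell together across the aged mice with a median r of 0.892 between pairs of genes, which none of 10000 random lists of matched expression reached, and with 0.264 in young mice. A macrophage program within aged M-MDSCs would also make these genes vary together and was not tested.

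Single libraries stood apart from the other 5 of their age in 10 of 194 groups examined by Dixon's ratio of the gap to the range, and 9.7 are expected by chance. No biological explanation was tested for these, since mice of 1 age share the condition. In aged replicate 7, Itgam had 3481 CPM against 2660 to 2867 in the other aged mice (ratio 0.721), Ppif 2.51 against 4.07 to 4.64 CPM (ratio 0.783), and the slope of log2 CPM on gene length was −0.02 per doubling against −0.15 to −0.10 (ratio 0.6252). A shallow length slope in that library is a possible explanation of the other 2 values, since Itgam is long (4682 bases over exons) and Ppif is shorter (1547 bases), and after the length correction the log2 fold change of Itgam went from −0.22 to −0.08. The fall of Itgam was called in 6 of the 12 fits that left out 1 mouse. Without aged replicate 7, Ppif was called (log2 fold change 0.68, adjusted p = 0.0121, edgeR, in a range from 0.0121 to 0.200 over the settings tried). In aged replicate 2, Ndufs1 had 45.0 CPM against 49.1 to 51.3 (ratio 0.668), Pecam1 7.11 against 9.47 to 11.0 (ratio 0.650) and Rps4y2 5.36 against 1.50 to 2.38 (ratio 0.648). Rps4y2 had 14 to 46 counts per aged mouse, and reads shared with near-identical ribosomal protein genes were not excluded as a technical explanation. Without aged replicate 2 its log2 fold change was −1.19 in place of −0.84, and without aged replicate 6 it was not called (−0.73, adjusted p = 0.0516, edgeR). In aged replicate 4, Nt5e had 35.2 CPM against 55.2 to 61.0 (ratio 0.818), and without this mouse its log2 fold change was −0.66 in place of −0.76.

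Among young mice, Sdha had 81.2 CPM in replicate 2 against 74.5 to 76.0 (ratio 0.777). Bst2 had 0.391 CPM in replicate 1 against 1.30 to 1.63 (ratio 0.824), and this value rests on 2 counts, below the floor of 3 counts. The T and NK cell list had a mean of 2.11 log2 CPM in young replicate 10 against 1.37 to 1.56 (ratio 0.748), from 2 tested genes. No technical explanation was tested for these 3 values beyond leaving out each mouse, and none of the calls of Ndufs1, Sdha, Bst2, Nt5e and Pecam1 changed without the mouse that stood apart. Dixon's ratio examines 1 library at a time and can miss 2 that stand apart together. Young replicates 5 and 6 had a chi-square per gene of 4.19 with each other, and of 22.1 to 38.2 with the other young mice. No fit left out both, and the cause was not tested.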

How the results depend on the processing

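Thinning of the libraries and the length curve without oxidative phosphorylation and ribosomal protein genes were chosen after results had been seen, and all other settings in this part before.

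The rise of Cd38 was called in all settings, with a log2 fold change from 2.79 to 2.98. The number of called genes was 4425 here, 4750 with DESeq2, 4358 with limma-voom, 4512 with upper quartile normalization, 4277 with at least 10 counts in every mouse, 4466 without a filter, 4475 after the GC correction and 3921 with thinned libraries. Without TMM factors it was 4444, with 37.8% higher in aged mice in place of 49.4%. With DESeq2 4293 genes were called in the same direction as here. After the length correction 3414 genes were called, 2768 of them in the same direction as here and 23 in the opposite one. Across the 12 fits that each left out 1 mouse, 1864 to 2366 genes were higher and 1940 to 2351 lower. A minimum absolute log2 fold change of 1 left 202 genes higher and 246 lower, as it must reduce the count.

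The ages share mouse numbers 1, 2, 5 and 6. Deviations of same-numbered mice from their group means correlated with r of −0.141, −0.0655, −0.245 and −0.246 across genes, so the numbers do not pair the mice. With the number as a block, over 8 mice, 1586 genes were higher and 1860 lower, the log2 fold change of Cd38 was 2.94 (edgeR, adjusted p = 0.00147, with 0.00476 with the length correction and at most 2.04e-06 in the other settings), and the median of the oxidative phosphorylation genes relative to all genes was 0.89 (camera, adjusted p = 8.26e-23). The block leaves out young replicates 9 and 10, whose mean levels of these genes were the highest of the young mice (4.63 and 4.61 log2 CPM). Young replicates 5 and 6, with the lowest (3.93 and 3.88), therefore weigh more in it. Pdhb was not called with the block (0.24, adjusted p = 0.141, edgeR, in a range up to 0.93 over the settings tried), nor were Acp5, Lgmn, Nampt, Aimp2, Mapk8, Idh3a, Hk3, Rps4y2, Ly6c1, Ddx3y and Itgam. The block and the length correction together left 934 genes higher and 1020 lower, with fewer mice and a smaller trend with length. The calls of oxidative phosphorylation, ribosomal protein, glycolysis and citric acid cycle genes held with camera in every setting that kept its preset correlation, and with fry.

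With a correlation estimated from the libraries, camera called none of these sets, with relative medians of 0.648, 0.872, 0.312 and 0.267 and adjusted p of 0.219, 0.219, 0.25 and 0.219, because this correlation widens the error of a set. After the length correction the estimated correlation also called none (adjusted p = 0.175, 0.146, 0.260 and 0.146, camera). The NAD metabolism genes, with a relative median of −0.20 not called by camera, were called lower by fry (−0.198, adjusted p = 6.02e-04) and by camera after the length correction (−0.240, adjusted p = 0.0404), that correction with the block (−0.264, adjusted p = 0.0143) and the curve without the 2 sets (−0.245, adjusted p = 0.0380). Over all settings the adjusted p of this set went from 6.02e-04 to 0.343. Leaving out single mice gave −0.323 to −0.187 for this set, with −0.323 without young replicate 1. The osteoclast genes had a relative median of −0.0011 after the GC correction and of −0.048 to 0.085 without single mice, negative only without aged replicate 1. It was higher with DESeq2 (0.137) and without a filter (0.152). It was also higher after the length correction (0.194), with the block in addition (0.294) and with the curve without the 2 sets (0.187). The remaining settings gave 0.026, with the block, to 0.052, with thinned libraries. The osteoclast genes were not called in any of these. The cause was not tested.

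The number of genes of the paper's figure lists that were called fell by more than 1.5 times to 84 after the length correction, 56 with the block in addition and 90 with the curve without the 2 sets. The correlation of log2 fold change with gene length, −0.483 here, was −0.197 with DESeq2 and −0.198 without a filter, which both hold more genes of low counts, and −0.036 after the length correction, −0.044 with the block in addition and −0.061 with the curve without the 2 sets, as the correction removes it. The relation of Cd38 with the oxidative phosphorylation genes in young mice was r = 0.92 (exact permutation test, p = 0.0319) with thinned libraries and not past the threshold otherwise, with p up to 0.168. The cause was not tested.

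Some marker lists moved. Neutrophil genes, 0.60 here, were at 0.424 with DESeq2, 0.399 with at least 10 counts, 0.364 after the length correction, 0.409 with the block in addition and 0.384 with the curve without the 2 sets. T and NK cell genes, 0.35 here, were at 0.010, 0.042 and 0.037 under the same 3 length settings, 0.027 with at least 10 counts and 0.045 with thinned libraries. Stromal genes, 0.97 here, were at 2.13 with at least 10 counts, 1.93 with the block and 2.16 with the block and the length correction, and 0.72 to 1.79 without single mice, with 1.79 without aged replicate 7 and 1.54 to 1.57 without young replicates 1, 2, 9 or 10. Endothelial genes, 1.21 here, were at 0.492 with DESeq2, and B cell genes, 0.78 here, at −0.0068 with DESeq2 and −0.141 without a filter, and at 0.49 without aged replicate 1. With at least 10 counts or thinned libraries, no B cell gene was left to test. Lists of few genes change members with the filter. The classical monocyte list, −0.23 here, was at 0.028 without aged replicate 4, −0.13 without aged replicate 6, −0.34 without aged replicate 7 and −0.39 without aged replicate 2. The plasma cell list, 0.31 here, was at 0.15 without aged replicate 1, 0.18 without young replicate 2 and 0.46 without aged replicate 7. The dendritic cell list, 0.22 here, was at 0.094 without aged replicate 1, 0.14 without aged replicate 2 or young replicate 1 and 0.33 without aged replicate 4.

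Some single genes changed sign, and none of these was called in the opposite direction. After the length correction, with the block in addition and with the curve without the 2 sets, Ndufs7 was at −0.17, −0.055 and −0.13, Rpl22l1 at −0.087, −0.096 and −0.026, Kdm5d at 0.14, 0.12 and 0.13, Uty at 0.049, 0.018 and 0.042 and Cd3d at −0.24, −0.043 and −0.22. Ppia was at −0.070 and −0.027 under the first and the last of these, Atp5j2 at −0.016 under the first and Pdhb at −0.044 with the block in addition. Col1a1 was at 0.016 with the block and 0.21 with the block and the length correction. Idh3b was at 0.015 with upper quartile normalization, 0.026 after the GC correction and 0.092 with thinned libraries, and at −0.086 to 0.063 without single mice, positive without aged replicate 4 or young replicates 5 or 6. Il1b was at 0.017 after the GC correction and 0.22 with the block, and at −0.17 to 0.11 without single mice, positive without aged replicates 1, 4 or 7 or young replicate 2. Cd3d was at −0.054 without TMM factors and at −0.085 to 0.14 without single mice, negative without aged replicates 1 or 6 or young replicates 5 or 6. Itgax was at −0.0034 with limma-voom, −0.032 without TMM factors and −0.027 with the block, and at −0.052 to 0.17 without single mice, negative without aged replicates 1 or 2 or young replicate 10. Sirt5 was at −0.17 to 0.15 without single mice, positive without aged replicates 6 or 7 or young replicates 2 or 5. The cause was not tested.

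Counting single genes and single figure lists, 190 changes of a result under a setting were found, 82 weaker, 43 stronger, 48 reversed and 17 moved, and the reversed ones are those given above. Length corrections made 38 of the weaker and 20 of the reversed ones. The set of genes encoded in the mitochondrial genome was not run. The filter on low counts left 8 of the 20 genes of Figure 5c and 13 of the 53 legible ones of Figure 5d untested.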

Differences from the paper's values

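None of the tests was chosen after the result was seen in this part, apart from the 12 inputs for principal components named as such, the thinned libraries and the length curve fitted without the oxidative phosphorylation and ribosomal protein genes.

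The first principal component held 49.5% of the variance here, and the paper's share is about 90% in Figure 4a, read by eye. Of the alternatives set before the data were examined, DESeq2's variance-stabilized values (66.3%), a minimum of 10 counts in every mouse (65.1%) and the use of called genes (68.7%) brought the share within 1.5 times of the paper's. Those that did not were limma-voom (45.8%), no TMM factors (48.0%), upper quartile normalization (48.9%), no filter (58.3%), the length correction (47.6%), the GC correction (49.0%), all kept genes (48.5%), the 2000 most variable genes (49.5%) and each mouse left out in turn (46.4% to 54.6%). Of 12 inputs chosen after seeing the values, 10 brought it within 1.5 times. These were normalized counts without a log scale (84.6%), deposited counts without a log scale for the 500 most variable genes (89.9%) or for all genes (89.7%), DESeq2's normalized counts for 500 genes (85.0%) or for all genes (84.8%), the 25 genes with the smallest p-values on a log scale (96.4%), DESeq2's variance-stabilized values of those 25 genes (96.5%) or of the genes it called (70.3%), DESeq2's normalized counts of the 25 genes (98.4%) and DESeq2's regularized log values (64.5%). Variance-stabilized values of all genes (49.5%) and log2 normalized counts (56.6%) did not, nor did thinned libraries (54.4%) and the length curve without 2 sets (47.5%), also added after seeing the values.

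The second component held 22.9% here, and the paper's share is about 2.5% in Figure 4a, read by eye. None of the alternatives set before the data were examined closed the gap, with shares between 10.5% with called genes and 25.6% without TMM factors. The inputs chosen after seeing the values gave 0.936% to 19.6% and did not close it either, the nearest being 1.56% with the 25 genes with the smallest p-values.

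The log2 fold changes shown beside 20 genes in Figure 4c, 11 in Figure 5c and 52 in Figure 3g differed from those here by at most 0.0363, and none differed by more than the standard error here.

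Figure 7 shades Ndufa2 as falling in aged M-MDSCs. Its log2 fold change here was 0.80 (edgeR, adjusted p = 0.00413), and 0.80 with DESeq2.

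Figure 3g shows Ppif and Atp5j2 among the differentially expressed genes of oxidative phosphorylation. Ppif was not called here (log2 fold change 0.55, adjusted p = 0.0509, edgeR) nor with DESeq2 (adjusted p = 0.0633), and it was called with upper quartile normalization, at least 10 counts in every mouse, the block of mouse numbers or without aged replicate 7 or young replicates 2 or 9. Atp5j2 was not called here (0.45, adjusted p = 0.0731, edgeR) nor with DESeq2 (adjusted p = 0.0693), and it was called with the block or without aged replicate 7 or young replicates 9 or 10. Ndufs3, Park7 and Tefm of the same figure were called here, and not with DESeq2 (adjusted p = 0.0510, 0.0541 and 0.0645).

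Figure 5c shows 8 genes that were not tested here, and DESeq2 called 7 of them. The exception was Tnfrsf11a (DESeq2 log2 fold change 1.46, adjusted p = 0.0519). Without a filter on low counts, 18 of the 20 genes were called. Of the legible genes in Figure 5d, 13 were not tested here, and DESeq2 called 11 of them. Among those tested, Ppia (0.34, adjusted p = 0.0637, edgeR), Aif1 (1.49, adjusted p = 0.0687, edgeR) and Cmklr1 (1.15, adjusted p = 0.0838, edgeR) were not called. Aif1 was called by DESeq2 (adjusted p = 0.0418) and without aged replicates 4 or 5, Ppia with upper quartile normalization, with the block or without aged replicate 4 or young replicates 9 or 10, and Cmklr1 without aged replicates 5 or 7. Without aged replicate 1, the log2 fold changes of Aif1 and Cmklr1 were 0.68 and 0.40. In Figure 5d, 37 genes were called here, 49 with DESeq2 and 47 without a filter.

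Figure 7 shades Sirt3, Sirt5, Ndufs7, Ndufb2 and Atp5j2 as changed. Sirt3 (−0.27, adjusted p = 0.353, edgeR) and Sirt5 (−0.05, adjusted p = 0.913, edgeR) were not called here, and DESeq2 did not call them (adjusted p = 0.462 and 0.941). Ndufs7 (0.23, adjusted p = 0.174, edgeR) was called with the block only. Ndufb2 (0.58, adjusted p = 0.0629, edgeR) was called with limma-voom, after the GC correction, with the block or without aged replicate 7 or young replicates 2 or 10.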

Other observations

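The tests of library size, of sample number blocks, of GC content, of the splits for gene sets, of length-matched lists, of length slopes, and of macrophage and neutrophil genes in this part were chosen after the results were seen, and the tests of gene length for Cd38 and the 2 sets, of plasma and B cell genes and of the splits for called genes before.

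The number of called genes was compared with other groupings of the mice. Of 100 splits of the 12 mice into 2 groups of 6, drawn from 462, only 1, the split by age, gave as many called genes. A single other split had any, with 693, and the splits had a median of 258 genes at an unadjusted p under 0.05. A difference in library size is argued against as the whole cause, since 3921 genes were called with every library thinned to the smallest total. A difference in preparation that began after sample number 16 cannot be told apart from age, since all young mice have lower numbers than the aged. The only gap in the numbers, after 19, lies within the aged mice and parts them into 2 blocks. Within the aged mice, the 2 blocks of numbers gave 0 called genes, with 510 at an unadjusted p under 0.05, while among the 10 ways to part these mice the one that set replicates 1, 2 and 7 apart gave 57. Against all young mice, the first block of 3 aged mice, before the gap, gave 1654 genes higher and 1790 lower and a Cd38 log2 fold change of 2.72. The second block, after the gap, gave 1521 higher and 1493 lower and 3.03. These values argue against a batch that began at the gap as the whole cause. Age itself remains among the open explanations.

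Fold changes fell with gene length. The slope of log2 CPM on length, per doubling and relative to the mean of the mice, lay between −0.15 and −0.02 in aged and between 0.03 and 0.20 in young mice (difference −0.21, exact permutation test, two-sided, p = 0.00216, the smallest that the regroupings allow, lower in 6 of 6 aged mice than in any young mouse). A rho as large came from 3 of the 100 splits. The range of slopes among young mice was 0.798 of the difference between the ages, so libraries of 1 age also differ in slope, and a difference between libraries other than age cannot be told apart from age for this trend because the ages do not overlap. RNA integrity was not analysed here.

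The rise of oxidative phosphorylation and ribosomal protein genes was set against this trend. Of the 81 ribosomal protein genes tested, 77 were called higher and 1 lower, Rps4y2, with a median log2 fold change of 0.88 (camera, adjusted p = 2.62e-22) and a median length of 725 bases. A length bias is argued against as the whole cause, since the medians relative to all genes were 0.265 for oxidative phosphorylation and 0.48 for ribosomal proteins after the length correction, both still called by camera with its preset correlation, though not with an estimated one. Of 10000 random lists matched on length, none had a median as high as either set, and the median list was at 0.43 and 0.50. GC content is argued against, with 0.64 for oxidative phosphorylation after the GC correction. A part of the rise may follow the trend with length. Within an age, the length slope and the mean level of the oxidative phosphorylation genes had r = −0.94 in aged mice (exact permutation test over pairings, two-sided, p = 0.0153, adjusted p = 0.0509 over 10 relations) and −0.98 in young mice (p = 0.00833, adjusted p = 0.0417, same exact test), with rho of −0.89 in both (p = 0.0333, adjusted p = 0.111, same exact test), and r of −0.83 and −0.98 without the 2 mice farthest from the median slope. Of the 100 splits, 8 gave a camera p as small for oxidative phosphorylation and 3 for ribosomal proteins, the split by age included. The 7 other splits for oxidative phosphorylation kept 4 or 5 mice of 1 age on a side and so hold part of the age difference. Of the 38 splits with 3 mice of each age on a side, 0 gave a p as small for either set. The smallest unadjusted camera p among these 38 was still 1.52e-14 for oxidative phosphorylation and 6.02e-16 for ribosomal proteins. They balance the ages, so a small p of camera with its preset correlation does not by itself tell the ages apart. The splits were not repeated with the length correction. The mean level of the oxidative phosphorylation genes was 4.77 to 5.06 log2 CPM in aged and 3.88 to 4.63 in young mice, without overlap. For glycolysis 12 of 100 splits gave a p as small, 2 of them among these 38, and for the citric acid cycle 5 of 100, 0 of them among the 38, and among length-matched lists 146 and 635 of 10000 had a median as high.

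The rise of Cd38 was weighed against plasma cells, B cells and macrophages among the sorted cells. Neutrophils, whose list was higher by 0.60 in aged mice, and the cells of the other lists were not weighed. Plasma cell genes were higher by 0.306 in aged mice (exact permutation test, p = 0.294, adjusted p = 0.378), with Igj at 29.5 ± 20.8 CPM (SD, n = 6) in aged and 20.7 ± 8.63 in young mice and Xbp1 at 140 ± 16.7 and 113 ± 10.5, called here but not without TMM factors. The B cell list was higher by 0.78 (p = 0.113, adjusted p = 0.169, same exact test) with a single tested gene, Cd79b, at 2.81 ± 2.12 and 1.30 ± 0.501 CPM. Both rises are far below that of Cd38. Gene length is argued against by a log2 fold change of 2.91 after the length correction. Macrophages are argued against, since Cd38 did not follow the resident macrophage list across aged mice, with r = −0.344 (exact permutation test over pairings, p = 0.522, adjusted p = 0.746 over 10 relations) and rho = −0.43 (p = 0.419, adjusted p = 0.524), while the members of the list had r of 0.36 to 0.997 with the rest of it. Without the 2 mice farthest from the median, r was −0.54. Aged replicate 5, whose macrophage list lay within the young range, had the highest level of Cd38, 39.2 CPM. Across young mice r was 0.72 (p = 0.107, adjusted p = 0.214) and rho 0.66 (p = 0.175, adjusted p = 0.35), and 0.84 without the 2 mice farthest. A batch that began at the gap in the sample numbers is argued against for Cd38. Its log2 fold change against all young mice was 2.72 in the aged mice before the gap and 3.03 in those after it. A rise within M-MDSCs with age is a hypothesis that these tests leave open. A batch that changed exactly between the ages was not excluded by these counts. The paper also reports the rise by qRT-PCR, a measurement apart from these libraries. It further reports higher Cd38 in promonocytes of older than of younger mice in a single-cell atlas. In cultured M-MDSCs it reports higher CD38 cyclase activity for aged mice. None of these measurements was analysed here.

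The genes of Figure 5c fall into those that rose by more than 1 on the log2 scale without a filter on low counts, 9 besides Cd38 (Acp5 and the 8 that were not tested), and 10 that rose less. This division was made after a first one had left a single gene. Across the aged mice, the median r of the 9 genes with the resident macrophage list was 0.898, which none of 10000 random lists of matched expression reached, with a median of 0.41 among these. Because the 9 genes were taken by the size of their rise, lists matched on expression and on the fold change were also drawn. Their median was 0.775, and 377 of 10000 were as high. Without aged replicate 1, the median r of the 9 genes was 0.742, and 324 of 10000 such lists were as high, with a median of 0.454 among these. The other 10 had a median r of −0.548, and 5106 of 10000 random lists were as high. Macrophages in the sorted sample are a candidate explanation for the rise of the 9 genes, and expression of these genes in aged M-MDSCs of some mice was not excluded.

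Neutrophil granule genes were among the most abundant transcripts in all 12 libraries, with 39630 ± 3370 CPM (SD, n = 6) of Ngp in aged mice and 30944 ± 4421 in young mice. The median gene of the neutrophil list stood 19.3 times (young replicate 6) to 284 times (aged replicate 4) above that of the classical monocyte list. Neutrophils or their precursors among the sorted cells are a candidate explanation, and granule genes expressed by the M-MDSCs themselves stay open, as Ly6g was not analysed here. The list has 12 genes, all with at least 1 CPM in young mice, of which 3 are among the paper's module score genes and 2 in its figure lists. The neutrophil list was higher in aged mice by 0.60 (exact permutation test, p = 0.00216, adjusted p = 0.00974), with 8 of 12 genes called higher and a share of 8.39% of the counts in young and 9.42% in aged mice. After the length correction the difference was 0.364.

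Of the other lists, endothelial genes were higher in aged mice by 1.21 (exact permutation test, p = 0.00216, adjusted p = 0.00974), from 2 tested genes, Pecam1 (log2 fold change 1.07) and Stab2 (1.63, not called with limma-voom). Stromal and osteoblast genes were higher by 0.97 (p = 0.0303, adjusted p = 0.0682, same exact test), with Cxcl12 called (2.35) and Col1a1 not. T and NK cell genes differed by 0.35 (p = 0.0628, adjusted p = 0.113, same exact test), dendritic cell genes by 0.22 (p = 0.353, adjusted p = 0.397, same exact test) and classical monocyte genes by −0.23 (p = 0.535, adjusted p = 0.535, same exact test, 2 of 9 genes called higher), none past the threshold. No erythroid, megakaryocyte and platelet or basophil and mast cell gene had enough counts to be tested. Of the markers of the sort, Ly6c2 was called higher (log2 fold change 0.54, adjusted p = 0.00265, edgeR) and was at 0.15 and not called after the length correction.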
